# YtrA_Sa_, a GntR-Family Transcription Factor, Represses Two Genetic Loci Encoding Membrane Proteins in *Sulfolobus acidocaldarius*

**DOI:** 10.3389/fmicb.2019.02084

**Published:** 2019-09-10

**Authors:** Liesbeth Lemmens, Laurentijn Tilleman, Ezra De Koning, Karin Valegård, Ann-Christin Lindås, Filip Van Nieuwerburgh, Dominique Maes, Eveline Peeters

**Keywords:** archaea, *Sulfolobus*, transcription regulation, GntR, YtrA, membrane protein

## Abstract

In bacteria, the GntR family is a widespread family of transcription factors responsible for the regulation of a myriad of biological processes. In contrast, despite their occurrence in archaea only a little information is available on the function of GntR-like transcription factors in this domain of life. The thermoacidophilic crenarchaeon *Sulfolobus acidocaldarius* harbors a GntR-like regulator belonging to the YtrA subfamily, encoded as the first gene in an operon with a second gene encoding a putative membrane protein. Here, we present a detailed characterization of this regulator, named YtrA_Sa_, with a focus on regulon determination and mechanistic analysis with regards to DNA binding. Genome-wide chromatin immunoprecipitation and transcriptome experiments, the latter employing a *ytrA*_*Sa*_ overexpression strain, demonstrate that the regulator acts as a repressor on a very restricted regulon, consisting of only two targets including the operon encoding its own gene and a distinct genetic locus encoding another putative membrane protein. For both targets, a conserved 14-bp semi-palindromic binding motif was delineated that covers the transcriptional start site and that is surrounded by additional half-site motifs. The crystallographic structure of YtrA_Sa_ was determined, revealing a compact dimeric structure in which the DNA-binding motifs are oriented ideally to enable a specific high-affinity interaction with the core binding motif. This study provides new insights into the functioning of a YtrA-like regulator in the archaeal domain of life.

## Introduction

The GntR family of transcription factors (TFs), named after a gluconate operon repressor first characterized in *Bacillus subtilis* (Fujita et al., 1986), is a widespread and abundant TF family amongst prokaryotes (Haydon and Guest, 1991; Rigali et al., 2002; Hoskisson and Rigali, 2009; Suvorova et al., 2015). In bacteria, it is the fourth largest TF family representing about 8% of all regulators (Pérez-Rueda et al., 2018). Members of the GntR superfamily regulate a variety of biological processes, for example metabolic pathways, morphogenesis, sporulation, cell envelope stress response or the production of secondary metabolites such as antibiotics (Rigali et al., 2002; Hillerich and Westpheling, 2006; Hoskisson and Rigali, 2009; Ostash et al., 2011; Salzberg et al., 2011). GntR-type TFs harbor a DNA-binding domain at their N-terminus with a typical helix-turn-helix (HTH) motif that is characterized by a highly conserved secondary structure, despite an overall low sequence identity (Rigali et al., 2002). In addition to the structurally conserved N-terminal domain, a divergent effector-binding/oligomerization domain (E-O domain) can be discerned at the C-terminus. Effector binding typically induces conformational changes in the dimeric protein, thereby affecting binding to a palindromic binding motif (Rigali et al., 2002; Gao et al., 2007). The E-O domain shows a large variability in terms of length, structure and oligomerization mechanism. Based on this heterogeneity in the E-O domain, GntR-type TFs are further classified in at least six subfamilies: FadR, MocR, HutC, YtrA, AraA, and PlmA (Rigali et al., 2002; Suvorova et al., 2015).

YtrA is a GntR subfamily that is prototyped by the YtrA TF of *Bacillus subtilis*, which regulates acetoin utilization and is responsive to cell wall antibiotics suggesting that is involved in cell envelope stress response (Yoshida et al., 2000; Salzberg et al., 2011). Although the YtrA subfamily is the least represented of all GntR subfamilies in bacterial genomes (Vindal et al., 2007), an evolutionary expansion has been observed in certain bacterial phyla, such as Gram-positive Firmicutes and Actinobacteria (Suvorova et al., 2015), with the latter having multiple YtrA homologs in a single genome (Tsypik et al., 2016). The actinomycete *Streptomyces coelicolor* harbors several YtrA-like TFs with likely at least partially overlapping functions, for example in controlling genes affecting morphogenesis and antibiotic production (Hillerich and Westpheling, 2006; Tsypik et al., 2016). YtrA-like TFs are generally encoded as the first gene in an operon also encoding an ATP-binding cassette (ABC) transport system (Rigali et al., 2002; Hoskisson and Rigali, 2009). By repressing transcription of this operon, YtrA regulators simultaneously target their own transcription and that of the co-encoded ABC transport system. A phylogenomic study in actinomycetes revealed that in this bacterial clade, in which YtrA-like TFs are abundant, exceptions exist with respect to the genomic colocalization of YtrA-encoding genes and genes coding for ABC transport systems (Tsypik et al., 2016). More specifically, one group of YtrA-like TFs was characterized by an operonic colocalization with genes predicted to encode membrane proteins (Tsypik et al., 2016). The function of these membrane proteins and the role of their regulation by a YtrA regulator remains unclear (Tsypik et al., 2016).

YtrA members, with a total average length of 120 to 130 amino acids, are typified by a relative small E-O domain, with approximately 50 amino acids folding into two α-helices (Rigali et al., 2002). Structural analysis of a YtrA-like TF of *Corynebacterium glutamicum* demonstrated that these α-helices mediate dimerization of the protein (Gao et al., 2007). Despite the small size of the E-O domain, the dimerization mode resulted in an extended global structure, with the two monomeric HTH motifs being separated by a relatively large distance (Gao et al., 2007). Such a structure is in line with the observation that the palindromic binding motif is longer for members of the YtrA subfamily with respect to other subfamilies (Rigali et al., 2002; Vindal et al., 2007). Indeed, the YtrA binding motif is typically 24 base pairs (bp) long and characterized by distantly located half sites harboring conserved palindromic residues that are contacted by the respective HTH motifs (Rigali et al., 2002; Gao et al., 2007). Given the small E-O domain it was hypothesized that YtrA-like regulators might not be capable of forming a ligand-binding pocket (Yoshida et al., 2000; Rigali et al., 2002). Although this hypothesis was refuted by the observation of 2-methyl-2,4-pentanediol (MPD) molecules interacting in the E-O domain of the crystallized *C. glutamicum* YtrA-like protein (Gao et al., 2007), MPD does not allosterically affect this regulator and, moreover, a biologically relevant ligand has not yet been identified for a YtrA member (Gao et al., 2007; Salzberg et al., 2011).

Archaea harbor, despite being characterized by a eukaryotic-like transcription machinery (Bell and Jackson, 2001), TFs belonging to typical bacterial TF families (Pérez-Rueda and Janga, 2010). Phylogenomic predictions indicate that TFs of the GntR family can also be recognized in archaeal genomes, although they represent only 1.3% of the total predicted TF repertoire and are thus significantly less abundant as compared to bacteria (Pérez-Rueda et al., 2018). Despite representing only a minor proportion of archaeal TFs, several GntR-like regulators are predicted in both Eury- and Crenarchaeota (Pérez-Rueda et al., 2018). To our knowledge, no archaeal GntR-like transcriptional regulator has been experimentally described. It is unclear whether the physiological functions and molecular mechanisms in archaea are reminiscent of the bacterial GntR members. The thermoacidophilic model crenarchaeote *Sulfolobus acidocaldarius* is predicted to harbor a gene encoding a putative GntR-type TF belonging to the YtrA subfamily. Here, we aim at characterizing this TF, named YtrA_Sa_, by unraveling its structure, DNA-binding characteristics and regulon.

## Materials and Methods

### Bioinformatic Analysis

Homology searches were performed using Standard Protein BLAST (National Center for Biotechnology Information) and SyntTax (Oberto, 2013). Multiple sequence alignments were constructed with MUSCLE (Edgar, 2004). Archaeal genomes were explored using the UCSC Archaeal Genome Browser (Chan et al., 2012). The RSAT suite was used for the prediction of binding motifs (Nguyen et al., 2018). Sequence logos were prepared with WebLogo (Crooks et al., 2004).

### Microbial Strains and Growth Conditions

*Sulfolobus acidocaldarius* strains were cultivated in basic Brock medium (Brock et al., 1972) supplemented with (w/v) 0.2% sucrose and (w/v) 0.1% N-Z-amine. The pH of the medium was adjusted to 3.5 using sulfuric acid. Microbial growth was performed at 75°C in a shaking incubator and was followed by measurement of optical density at 600 nm (OD_600_). For cultivation of the uracil auxotrophic strains MW001 (Wagner et al., 2012) and SK-1 (Suzuki and Kurosawa, 2016), the growth medium was supplemented with 10 mg/ml uracil. To induce expression under the control of P*mal*, 0.4% maltose was added to the growth medium. For growth on solid medium, Brock medium was solidified by the addition of 0.6 (w/v)% gelrite, 10 mM MgCl_2_ and 3 mM CaCl_2_.

*Escherichia coli* strains were used for propagation of plasmid DNA constructs and heterologous protein overexpression and were grown while shaking at 37°C in Lysogeny Broth (LB) medium supplemented with 50 μg/ml ampicillin, 50 μg/ml kanamycin, and/or 34 μg/ml chloramphenicol, depending on the used strain and plasmid construct. An overview of all strains used in this work is given in Supplementary Table S1.

### Nucleic Acid Manipulations and Molecular Cloning

For genomic DNA (gDNA) extractions, *S. acidocaldarius* cells were cultivated to an OD_600_ of 0.8, followed by centrifugation at 7000 rpm and a magnetic-bead based purification using a QuickPick^TM^ SML gDNA kit (Bio-Nobile) according to manufacturer’s instructions. For RNA extractions, cultures were grown until reaching an OD_600_ of 0.4, after which 4-ml samples were treated with RNAprotect Bacteria Reagent (Qiagen) and pelleted. Total RNA was purified using an RNeasy Mini Kit (Qiagen) with an additional on-column DNase I treatment using the RNase-free DNase set (Qiagen). RNA samples were tested for integrity using RNA gel electrophoresis and stored at −80°C until further analysis.

Using *S. acidocaldarius* gDNA, the YtrA_Sa_-encoding gene, *Saci_1851*, was amplified with oligonucleotides LL106 and LL107 and cloned into a pET24a expression vector by traditional restriction-ligation cloning using the NdeI and XhoI restriction sites. An overview of all oligonucleotide sequences and plasmid constructs used in this work is presented in Supplementary Tables S2, S3, respectively. Cloning was performed in *E. coli* using heat-shock transformations.

A *Sulfolobus*/*E. coli* shuttle vector plasmid enabling to overexpress *ytrA*_*Sa*_ in *S. acidocaldarius* was generated in multiple steps in *E. coli*, starting from the pRN1-derived pSVA1450 (Wagner et al., 2012). In a first step, vector pJL1602 was constructed by replacing the maltose-inducible promoter P*mal* upstream of *lacS* by a synthetic expression region harboring a multiple cloning site (MCS) (consisting of 5 unique restriction sites NdeI, NotI, SalI, PstI, and NheI) flanked by two constitutive promoters (natural promoters of Sso0389 and Sso1927, respectively). To this end, a ligase chain reaction approach was performed for oligonucleotides EP479-EP494 (Supplementary Table S2) followed by cloning using the Seamless Ligation Cloning Extract (SLiCE) technique (Zhang et al., 2012). Linearization of the plasmid was performed by SacII and NcoI restriction, while the insert fragment was prepared by amplifying the synthetic expression region using primers EP495 and EP496 (Supplementary Table S2). Next, the Sso0389 promoter was replaced by P*mal* with a traditional cloning approach using SacII and SalI restriction sites, thereby generating pLL1601. Finally, the *Saci_1851* gene was PCR-amplified from *S. acidocaldarius* gDNA and cloned into the MCS downstream of P*mal* using SdaI and BspOI restriction sites, thus generating pLL1601***x****ytrA*_*Sa*_.

The YtrA_Sa_-overexpression construct pLL1601***x****ytrA*_*Sa*_ was transformed into *S. acidocaldarius* SK-1 as described (Suzuki and Kurosawa, 2016), using a Gene Pulser II electroporator (Bio-Rad) with parameter setting 1.5 kV, 25 μF and 600 Ω and with 1-mm cuvettes (Bio-Rad). Overexpression of *ytrA*_*Sa*_ was confirmed in the presence of maltose using a quantitative reverse transcriptase PCR (RT-qPCR) approach as described below with primers LL021 and LL022 (Supplementary Table 2 and Supplementary Figure S1). Growth was not affected by *ytrA*_*Sa*_ overexpression.

### Heterologous Ytr_Sa_ Expression and Protein Purification

After transforming *E. coli* Rosetta (DE3) with pET24a***x****ytrA*_*Sa*_, the strain was cultivated in liquid medium until reaching an OD_600_ of 0.6, followed by induction with 1 mM isopropyl-β-D-1-thiogalactopyranoside (IPTG) and further cultivation during about 16 h. Subsequently, cells were harvested by centrifugation, resuspended in lysis buffer (50 mM Na_2_HPO_4_, 0.3 M NaCl, pH 8.0) and lysed by sonication. Lysed cells were centrifuged and the soluble phase containing heterologously expressed YtrA_Sa_ protein was collected. Next, this C-terminally His-tagged recombinant protein was purified by affinity chromatography using an ÄKTA-fast protein liquid chromatography (FPLC) system with a 5-ml His-Trap FF column (GE Healthcare). Fractional elution was accomplished by setting a linear gradient between buffer A (20 mM Na_2_HPO_4_, 0.5 NaCl, 40 mM imidazole, pH 7.4) and buffer B (20 mM Na_2_HPO_4_, 0.5 NaCl, 500 mM imidazole, pH 7.4). YtrA_Sa_-containing fractions were analyzed by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), followed by dialysis into a storage buffer (50 mM Na_2_HPO_4_, 150 mM NaCl, pH 7.4).

For the preparation of selenomethionine (SeMet)-substituted YtrA_Sa_ protein, a metabolic inhibition protocol was performed (Lejon et al., 2008). To this end, 2.5-ml culture of *E. coli* B834 (DE3/pLysS) cells transformed with pET24a***x****ytrA*_*Sa*_ was grown during 3 h in LB medium supplemented with kanamycin and used to inoculate 45 ml M9 minimal medium (50 mM Na_2_HPO_4_, 3 g/l KH_2_PO_4_, 0.5 g/l NaCl, 1 g/l NH_4_Cl) and 5 ml LB medium, also supplemented with kanamycin. The growth was continued until an OD_600_ of 0.7 was reached. After that, 50 ml of the culture was added to 900 ml M9 medium and 100 ml LB medium supplemented with 2 mM MgSO_4_, 0.1 mM CaCl_2_, 0.4% glucose and 25 mg/ml kanamycin, which was further cultivated until an OD_600_ between 0.4 and 0.6 was reached. Next, following L-amino acids were added: Lys, Phe and Tyr (100 mg/l), Leu, Ile and Thr (50 mg/l) and L-SeMet (Acros Organics; final concentration of 60 ml/l). After 10 min, protein expression was induced by adding 0.4 mM IPTG followed by overnight incubation. The SeMet-substituted protein was purified by employing the same procedure as described above. All YtrA_Sa_ protein preparations were pure, as judged by SDS-PAGE (Supplementary Figure S2A).

### Chromatin Immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed as previously described (Liu et al., 2016). Triplicates of 20-ml *S. acidocaldarius* SK-1 cultures were incubated until reaching an OD_600_ of about 0.4. Crosslinking was achieved by the addition of formaldehyde at a final concentration of 1%, immediately after the culture was taken out the incubator, followed by an incubation at room temperature while shaking during 5 min. Next, the crosslinking reaction was quenched by adding glycine at a final concentration of 125 mM, again followed by a 5-min shaking incubation at room temperature. The cultures were centrifuged at 7000 rpm for 10 min, washed twice in Phosphate-Buffered Saline (PBS) buffer and dissolved in 1.5 ml IP buffer [50 mM Hepes-KOH (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, protease inhibitor cocktail (Roche Applied Science)]. Subsequently, cells were subjected to sonication as described (Nguyen-Duc et al., 2013a) resulting in obtaining DNA fragments with a length ranging between 100 and 800 bp. The ChIP assay itself was done with affinity-purified polyclonal anti-YtrA_Sa_ rabbit antibodies raised against the purified protein (Innovagen). A procedure was performed using Dynabeads M-280 sheep anti-rabbit IgG beads (Life Technologies) (Smollett et al., 2012). As a mock control, a similar sample was prepared without the addition of the Ytr_Sa_-specific antibody preparation. Finally, ChIP-DNA was purified using the IPure DNA extraction kit (Diagenode). The concentration of these ChIP-DNA samples, measured using the Qubit dsDNA High Sensitivity Assay Kit (Thermo Fisher Scientific), was between 0.5 and 3.12 ng/μL.

For high-throughput sequencing analysis, 20 μl of DNA was prepared using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs) according to the manufacturer’s protocol. During this library preparation, 14 PCR cycles were used for all samples. Libraries were quantified by quantitative PCR (qPCR), according to Illumina’s protocol ‘Sequencing Library qPCR Quantification protocol guide’, version February 2011. A DNA 1000 chip (Agilent Technologies) was used to control the library’s size distribution and quality. Libraries were equimolarly pooled and sequencing was performed on a high-throughput Illumina NextSeq 500 flow cell generating 75 bp single reads. Per sample, on average, 30.5 ± 5.0 million reads were generated. First, these reads were trimmed using cutadapt version 1.17 (Martin, 2011) to remove the Illumina adaptor sequences. The trimmed reads were mapped against the *S. acidocaldarius* DSM639 GCA_000012285.1 reference genome sequence (Chen et al., 2005) using Bowtie2 version 2.2.5 (Langmead and Salzberg, 2012). For each sample, a Tag Directory was made with HOMER version 4.10 (Heinz et al., 2010). Mock samples were used as a control for enriched samples in the findPeaks algorithm of the HOMER suite (Heinz et al., 2010). ChIP-sequencing (ChIP-seq) results were visualized using Integrative Genomics Viewer version 2.4.19 (Robinson et al., 2017).

Target-specific validation of ChIP enrichment was performed with qPCR for biological triplicates. To this end, purified ChIP-DNA and mock samples were amplified using a My-iQ^TM^ Single color Real-time PCR system (Bio-Rad) and GoTaq^®^ qPCR Master Mix (Promega) as previously described (Nguyen-Duc et al., 2013b). Primer3Plus software (Rozen and Skaletsky, 2000) was used to design oligonucleotides (Supplementary Table S2) that amplify fragments around the ChIP-seq peak summit regions and with a length between 150 and 200 bp. The efficiency of oligonucleotide pairs was tested using gDNA as a template. Relative enrichment ratios were calculated following the method described in Pfaffl (2001) using an irrelevant genomic region (in the open reading frame (ORF) of *Saci_1336*) as a non-binding reference.

### Electrophoretic Mobility Shift and Footprinting Assays

^32^P-labeled DNA fragments were obtained by PCR using GoTag^®^ Green Master Mix (Promega) and for each fragment, a 5′-end-labeled oligonucleotide and a non-labeled oligonucleotide (Supplementary Table S2). As a template, *S. acidocaldarius* MW001 gDNA was used. Prior to this, labeled oligonucleotides were prepared using [γ-^32^P]-ATP (Perkin Elmer) and T_4_ polynucleotide kinase (Thermo Scientific). In case of 50-bp fragments, hybridization was performed of a ^32^P-labeled oligonucleotide with a non-labeled complementary one. All labeled DNA fragments were purified from a native polyacrylamide gel (6%) after electrophoresis.

Electrophoretic mobility shift assays (EMSAs) were performed as described before (Enoru-Eta et al., 2000) with approximately 0.1 nM ^32^P-labeled DNA fragment, an excess of non-specific competitor DNA and varying protein concentrations. In case of ligand-binding assays, varying concentrations of aromatic compounds (0 mM, 10 mM and 100 mM) were added as well. Binding reactions were prepared in Lrp binding buffer (20 mM Tris-HCl (pH 8.0), 1 mM MgCl_2_, 0.1 mM dithiothreitol (DTT), 12.5% glycerol, 50 mM NaCl, 0.4 mM EDTA) and were incubated at 37°C to equilibrate prior to electrophoresis on native polyacrylamide gels (6%). Densitometry analysis was performed by measuring the integrated density of the free DNA bands using Image J (Abramoff et al., 2004). The apparent equilibrium dissociation constant K*_Dapp_* and Hill coefficient n were calculated by fitting the density data using the Hill equation as described before (Peeters et al., 2007) using GraphPad Prism software.

DNase I footprinting experiments were performed as previously described (Enoru-Eta et al., 2000; Peeters et al., 2004) with Maxam-Gilbert treated samples as sequencing ladders (Maxam and Gilbert, 1980).

### YtrA_Sa_ Crystallization and Structure Determination

Crystallization of SeMet-derivated YtrA_*Sa*_ was performed at 20°C using the hanging-drop vapor diffusion method by mixing equal volumes of protein solution (11 mg/ml) and reservoir solution consisting of 20% (w/v) PEG3350, 0.2 M sodium nitrate and 0.1 M Bis-Tris propane, pH 8.5. Needle-sized crystals were obtained after a few days (Supplementary Figure S2B). The crystals belong to space group P6_2_, with unit-cell parameters a = b = 132.4 Å, c = 39.2 Å and α = β = 90°, γ = 120° and two molecules per asymmetric unit, with a Matthews coefficient of 2.5 Å^3^/Da and 50.5% solvent content. High-resolution data were collected at beamlines ID23-1 and ID29 (European Synchrotron Radiation Facility (ESRF), Grenoble, France) at −173°C and were processed using the XDS package (Kabsch, 2010). The structure of YtrA_Sa_ was determined with the ARP/Warp module of the CCP4i suite (Lamzin et al., 2012). Structure refinement was performed with PHENIX (Echols et al., 2012) and REFMAC (Murshudov et al., 2011). The C-terminal end of chain B (Asn101- Lys121) could not be built due to poor electron density. This C-terminal end also has high B-factors in chain-A. The coordinates were deposited to the Protein Data Bank.

### Gene Expression Analysis

Triplicate cultures of *S. acidocaldarius* SK-1***x***pLL1601***x****ytrA*_*Sa*_ and the isogenic wild type *S. acidocaldarius* SK-1***x***pLL1601 were grown in the presence of 0.4% maltose and subjected to RNA extraction. To initiate library preparation for an RNA sequencing (RNA-Seq) experiment, the concentration and quality of the extracted total RNA were checked using the “Quant-it Ribogreen RNA assay” (Life Technologies) and the RNA 6000 Nano Chip (Agilent Technologies), respectively. Subsequently, 2 μg of RNA was used to perform a ribo depletion using the Ribo-Zero rRNA Removal Kit (Bacteria) (Illumina) according to the manufacturer’s protocol. Depleted samples were used to perform an Illumina sequencing library preparation using the TruSeq Stranded Total RNA Sample Preparation Kit (Illumina). During the library preparation, 9 PCR cycles were used. Libraries were quantified by qPCR, according to Illumina’s protocol “Sequencing Library qPCR Quantification protocol guide,” version February 2011. A High Sensitivity DNA chip (Agilent Technologies) was used to control the library’s size distribution and quality. Libraries were equimolarly pooled and sequencing was performed on a high throughput Illumina NextSeq 500 flow cell generating 75 bp single reads. Per sample, on average, 58 ± 31 million reads were generated. First, these reads were trimmed using cutadapt version 1.17 (Martin, 2011) to remove the Illumina adaptor sequences. Next, the trimmed reads were mapped against the *S. acidocaldarius* DSM639 GCA_000012285.1 reference genome sequence (Chen et al., 2005) using STAR version 2.5.3a (Dobin et al., 2013). RSEM software version 1.2.31 (Li and Dewey, 2011), was used to generate the count tables. Differential gene expression analysis between the wild type and *ytrA*_*Sa*_ overexpression strain was performed using edgeR (Robinson et al., 2010). First, read counts were normalized using edgeR’s standard normalization method. Only genes with a counts per million (cpm) value above 1 in at least three samples were retained. A general linear model was built, and statistical testing was done using the empirical Bayes quasi-likelihood *F*-test. Genes characterized by a false discovery rate (FDR) < 0.01 and a fold change (FC) > 2 were considered as significantly differentially expressed.

For RT-qPCR analysis, first-strand cDNA was prepared from 1 μg of each purified RNA sample by GoScript^TM^ Reverse Transcriptase (Promega). Oligonucleotides were designed using Primer3Plus software (Rozen and Skaletsky, 2000) (Supplementary Table S2) and tested for efficiency using gDNA as a template. RT-qPCR was performed for biological triplicates using a Bio-Rad iCycler and GoTaq^®^ qPCR Master Mix (Promega) as previously described (Nguyen-Duc et al., 2013b). Relative expression ratios were calculated with respect to the expression levels of the reference gene *Saci_1336* (encoding TATA-binding protein) (Pfaffl, 2001).

## Results

### Identification of a YtrA Homolog in *S. acidocaldarius*

Based on annotations, it is predicted that the *S. acidocaldarius* genome encodes a putative transcription factor belonging to the GntR family. This protein is only conserved in the closely related *Sulfolobales* species *Acidianus manzaensis*, *Sulfolobus solfataricus*, and *Sulfolobus islandicus* (Figure 1A). Closer inspection of the amino acid sequence encoded by the concerned gene (*Saci_1851*) learned that the C-terminal E-O domain of this 121-amino acid protein consists of about 50 amino acids predicted to fold into two α-helices (Figure 1B), thus classifying it as a member of the YtrA subfamily (Rigali et al., 2002). We, therefore, named this putative transcription factor YtrA_*Sa*_. The *ytrA*_*Sa*_ gene is encoded as the first gene of an operon, a typical feature for YtrA-like TFs. Furthermore, this operon harbors as a second gene a membrane protein-encoding gene (*Saci_1850*), which is conserved as well in the four *Sulfolobales* species (Figure 1A). In addition, the *ytrA* operon in *S. solfataricus* contains a second gene encoding a putative membrane protein, of which a homolog (27% sequence identity on protein level) is encoded on a distant genomic location in *S. acidocaldarius* (*Saci_2078*, Figure 1A).

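On the chromosome of the DSM639 assembly ASM1228v1, the annotation places *ytrA*_*Sa*_ (*Saci_1851*) from 1621578 to 1621943, a coding length of 366 nt, and *Saci_1850* from 1620502 to 1621575. The gene model behind the counts gives *Saci_1850* a length of 1080 nt, against 1074 nt in the annotation used here for positions, so that the 2 annotation versions differ for this gene. In the 3 RNA-Seq cultures of the wild type strain, the deposited TPM values, RSEM's abundance corrected for gene length and library size, were 202 ± 6.41 (SD, n = 3) for *ytrA*_*Sa*_ and 94.9 ± 15.1 (SD, n = 3) for *Saci_1850*. The neighboring gene *Saci_1849*, annotated as *bgaS* from 1618954 to 1620429, had 31.9 ± 2.76 TPM (SD, n = 3), and *Saci_1852*, on the other side from 1622707 to 1623654, had 18.4 ± 4.17 TPM (SD, n = 3).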

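*Saci_2078* lies from 1897287 to 1897949 on the chromosome of the same assembly, with a coding length of 663 nt. It is followed by *Saci_2079* from 1898115 to 1898345 and by *Saci_2080* from 1898342 to 1898716, which overlap, so that reads in the overlap could be assigned to either gene. Wild type cultures had 24.2 ± 8.27 TPM of *Saci_2078* (SD, n = 3), 15.0 ± 1.15 TPM of *Saci_2079* and 14.5 ± 3.38 TPM of *Saci_2080*.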

**FIGURE 1:**
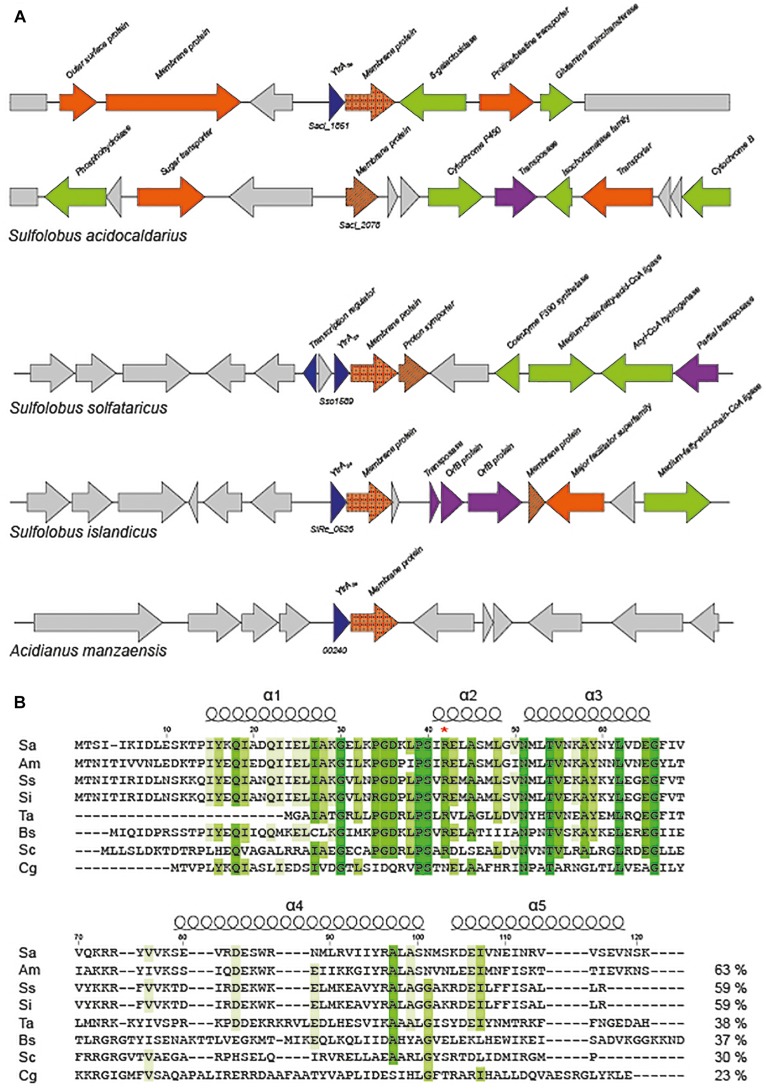
*Sulfolobales* genomes encode a YtrA-like homolog. **(A)** Genomic organization of *ytrA*-like genes in *Sulfolobales*. Gene functions are mentioned based on annotations (Chan et al., 2012) with the following color code: blue, (putative) transcription regulators; orange, (putative) membrane proteins and/or transporters; green, (putative) metabolic enzymes; purple, (putative) transposon-associated functions. All *Sulfolobales* strains of which genome sequences are present in the SyntTax database (Oberto, 2013) harbor a *ytrA* homolog. The strains represented in the scheme are *Sulfolobus acidocaldarius* DSM639, *Sulfolobus solfataricus* P2, *Sulfolobus islandicus* REY15A and *Acidianus manzaensis* YN25. **(B)** Sequence alignment of YtrA-like GntR-family regulators in archaea and bacteria. Following sequences are shown in the alignment: Q4J7S4 *Sulfolobus acidocaldarius* (Sa), A0A1W6JWH0 *Acidianus manzaensis* (Am), Q97XX0 *Sulfolobus solfataricus* (Ss), F0NDQ3 *Sulfolobus islandicus* (Si), Q9HK68 *Thermoplasma acidophilum* (Ta), O34712 *Bacillus subtilis* (Bs), Q9XA65 *Streptomyces coelicolor* (Sc), Q8NLJ5 *Corynebacterium glutamicum* (Cg). Conserved amino acid residues are indicated in shades of green. Sequence identities are provided next to each sequence. Position numbers are indicated with respect to YtrA_Sa_, while secondary structure elements are displayed based on the crystal structure of the *C. glutamicum* YtrA (PDB:2EK5) (Gao et al., 2007). A red asterisk denotes an Arg that is presumed to play an important role in DNA binding.

Sequence comparison with representatives of the different YtrA subfamilies in actinomycetes revealed a clear similarity between YtrA_Sa_ and the subfamily of YtrA-like TFs in *S. coelicolor* that are encoded in an operon with a gene encoding a membrane protein instead of genes coding for an ABC transport system (Figure 1B). The length of the putative α-helix α4 in the C-terminal domain is a major difference between the *Sulfolobales* orthologs and *S. coelicolor* SCO3812 on one hand and other YtrA-like proteins that are co-encoded with an ABC transporter operon. This is predicted to be 4–7 amino acids shorter for the former as compared to YtrA homologs from the Euryarchaeote *Thermoplasma acidophilum* and from the bacteria *B. subtilis* and *C. glutamicum*. Furthermore, for all YtrA proteins, sequence conservation is much lower in the C-terminal E-O domain than in the N-terminal DNA-binding domain (Figure 1B).

### Genome-Wide Interactions Between YtrA_Sa_ and DNA *in vivo*

As an effort to reveal genomic binding sites of YtrA_Sa_, a ChIP-seq experiment was performed using polyclonal anti-YtrA_Sa_ antibodies (Figure 2 and Table 1). The resulting binding profile consisted of only two highly enriched regions with an average fold enrichment of 24.3 and 113.5 for peak 1 and 2, respectively. The first enriched peak (peak 1) corresponds to a 750-bp region covering the promoter region of the operon encoding the TF itself and a putative membrane protein (*Saci_1851* and *Saci_1850*, respectively) with its summit located close to the transcriptional start of the operon (Figure 2A). A second enriched region of about 800 bp was observed in the intergenic region upstream of another putative membrane protein-encoding gene (*Saci_2078*). Interestingly, this gene was predicted to be homologous to the second membrane protein-encoding gene in the *S. solfataricus* and *S. islandicus ytrA* operons (see above). Similar to peak 1, its summit is located close to the transcriptional start site. Observed enrichments were validated by targeted ChIP-qPCR (Figure 2B). Both qPCR and high-throughput sequencing displayed a higher enrichment for the *Saci_2078* target (peak 2) than for the *Saci_1851* (*ytrA*_*Sa*_) target (peak 1) (targets are named after the gene located closest to the bound genomic region). Besides the two main targets, three additional genomic regions (*Saci_0884*, *Saci_0505* and *Saci_1323* targets) were enriched by ChIP-seq in some, but not all biological replicates. This was not confirmed by ChIP-qPCR (Figure 2B). In conclusion, these data suggest that the YtrA_Sa_ direct regulon is very restricted and limited to only two target regions upstream of genes encoding membrane proteins.

**FIGURE 2:**
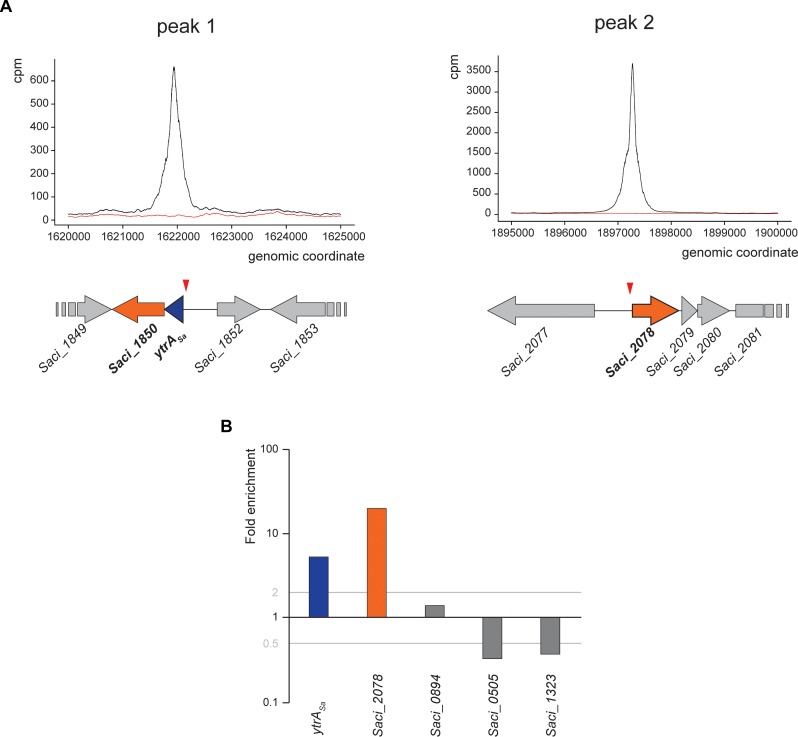
YtrA_Sa_ interacts with two genomic loci *in vivo*. **(A)** Zoomed images of two sections of the genomic binding profile of YtrA_Sa_ as monitored by ChIP-seq, for which enrichment was observed. Below the profile, a schematic representation of the genomic organization of the *in vivo* binding regions is shown with the indication of the ChIP-seq peak summit locations (red triangle). The black curve represents the ChIP sample, while the red curve represents the mock experiment; cpm = counts per million. **(B)** Validation of ChIP enrichment using a qPCR approach with probes designed based on the detected binding region in ChIP-seq (targets are named after the gene located closest in the neighborhood). This experiment has been performed for biological triplicates, with the data shown being representative for all replicate experiments. Fold enrichment is expressed relative to a genomic region within the ORF of *Saci_1336* shown not to be bound by YtrA_Sa_ in the genome-wide ChIP-seq experiment.

**TABLE 1:** Summary of ChIP-seq results.

**Peak interval (genomic coordinates)**	**Fold enrichment**			**Nearest open reading frame**	**Annotation**	**Peak summit location**
	**R1**	**R2**	**R3**			
1897151–1897397	133.2	96.30	108.0	*ytrA*_*Sa*_	GntR family transcriptional regulator	I
1621827–1622073	30.89	23.72	17.01	*Saci_2078*	Membrane protein	I
718252–718538	7.05	4.64	N.S.	*Saci_0894*	Hypothetical protein	G
419146–419392	4.73	N.S.	N.S.	*Saci_0505*	Conjugative plasmid protein	I
1130433–1130685	N.S.	N.S.	6.47	*Saci_1323*	Hypothetical protein	I

*Fold-enrichments are expressed for three replicate experiments (R1, R2, and R3). It is indicated whether the peak summit is located on an intergenic (I) or intragenic (G) location.*

### *In vitro* Analysis of YtrA_Sa_-DNA Interactions

For both ChIP-seq enriched regions, electrophoretic mobility shift assays (EMSAs) were performed using purified YtrA_Sa_ protein and labeled DNA probes of about 100 bp each encompassing the center of a ChIP-seq peak (Figure 3). These assays demonstrated high-affinity and specific interactions of YtrA_Sa_ with the DNA *in vitro*, resulting in the formation of two electrophoretically distinct complexes (B1 and B2) at relatively low protein concentrations (between 17 and 230 nM). The observation of a transient formation of complex B1 at low relative abundances suggests that the interaction is characterized by a positive binding cooperativity, which is corroborated by densitometric analysis of EMSA autoradiographs resulting in Hill coefficients of 2.3 and 2.6 for the *ytrA*_*Sa*_ and *Saci_2078* targets, respectively. Furthermore, apparent dissociation constants K*_Dapp_* are estimated to be 37 and 34 nM, respectively (Figure 3). Quantitative and qualitative binding characteristics are thus very similar for both target regions, in contrast to the *in vivo* binding characteristics as observed by the ChIP enrichments.

**FIGURE 3:**
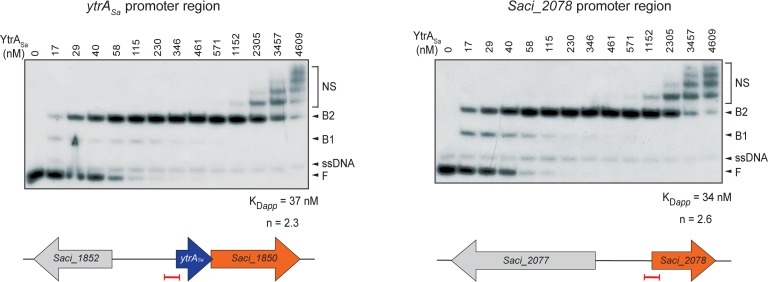
YtrA_Sa_ forms complexes with its DNA targets *in vitro* and with high affinity. Electrophoretic mobility shift assays (EMSAs) of YtrA_Sa_ binding to radiolabeled DNA probes of about 100 bp representing the ChIP-seq peaks. Molar protein concentrations are indicated above the autoradiograph. Populations of free DNA (F), single-stranded DNA (ssDNA), YtrA_Sa_-bound DNA (B1 and B2) and non-specific DNA-protein complexes (NS) are indicated with an arrowhead or accolade. Below, schematic representations are shown of the location of the probe (indicated in red) used in EMSA with respect to the open reading frames (ORFs) in the genomic neighborhood of the target regions. Calculations of apparent dissociation constants (K*_Dapp_*) and Hill coefficients (n) are based on densitometric analysis of free DNA bands followed by binding curve analysis.

Subsequently, DNase I footprinting was performed to delineate the exact binding regions (Figure 4A). Binding of YtrA_Sa_ resulted in similarly sized protected regions of 34 and 35 nucleotides (nt) for the *ytrA*_*Sa*_ and *Saci_2078* targets, respectively. In addition, for both targets hypersensitivity effects were observed that indicate an increased susceptibility to DNase I digestion upon protein binding localized in one or both outer halves of the protected regions. Nucleotides that are typified by such hypersensitivity effects become more exposed to DNase I digestion through protein-induced deformations that widen the minor groove. It can thus be concluded that YtrA_Sa_ causes a DNA bending upon interacting with its binding sites. Both binding sites have a remarkably similar location with respect to transcriptional elements in the promoter: they are located downstream of the factor B recognition element (BRE) and TATA box elements, but cover the transcription initiation site, with the respective transcription start sites (TSSs) being positioned in the center of the binding regions (Figure 4A). Locational conservation of sequence-specific YtrA_Sa_ operator sites was confirmed upon aligning both promoter region sequences, with the protected regions being characterized by a high sequence identity, which is not apparent for the up- and downstream regions, with the exception of two conserved TA bps in the TATA box element (Figure 4B).

**FIGURE 4:**
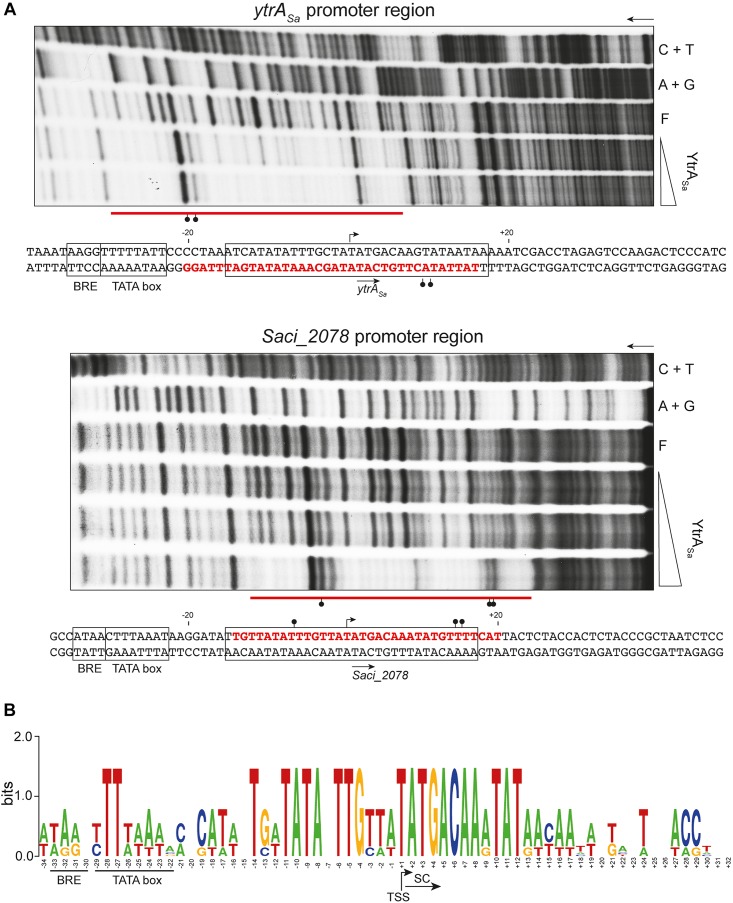
YtrA_Sa_ binds a conserved binding motif covering the transcriptional start for both targets. **(A)** Autoradiographs of DNase I footprinting experiments performed with 102- or 100-bp DNA probes having either the bottom (*ytrA*_*Sa*_ target) or top (*Saci_2078* target) strand ^32^P-labeled, respectively. Arrows indicate the direction of electrophoresis; “A + G” and “C + T” represent the purine- and pyrimidine-specific Maxam-Gilbert sequencing ladders, respectively; “F” denotes the population of free DNA; the other lanes show samples to which YtrA_Sa_ protein was added at the following concentration range: 40–571 nM for the *ytrA*_*Sa*_ target and 40–230 nM for the *Saci_2078* target. Protected zones are indicated with a horizontal red line, while DNase I hypersensitivity sites are pointed out with ball-and-sticks symbols. Conserved binding motifs are boxed. Below each autoradiograph, the corresponding nucleotide sequence is shown with annotation of the observed protection zone (red letters) and hypersensitivity sites (ball-and-stick symbols). The translational start codon is indicated with an arrow below the sequence, while the transcription start site (TSS) is pointed out with an arrow above the sequence. The TSS of *ytrA*_*Sa*_ is based on a high-resolution transcriptome database (Cohen et al., 2016), while that of *Saci_2078* is predicted based on sequence alignment of both promoter regions. Putative factor B recognition element (BRE) and TATA box promoter elements are boxed. **(B)** Sequence logo representation of a nucleotide sequence alignment of both target promoter regions, with indication of BRE, TATA box, start codon (SC) and TSS.

### Definition of a YtrA_Sa_ Binding Motif

Upon identifying binding sites with DNase I footprinting, it was apparent that these contained palindromic residues. To further investigate the exact nature of the recognized inverted repeat, a phylogenetic *in silico* footprinting analysis was performed using the corresponding binding sites of (putative) targets in *Sulfolobales* species that contain a YtrA_Sa_ homolog (Figure 5A). A 32-bp inverted repeat was delineated, in which different submotifs could be discerned: a 14-bp core binding motif (primary motif) with two highly conserved palindromic half sites (Left*_prim_* and Right*_prim_*) and a center that is rich in weak bp (Middle_*prim*_). On each side of the core binding motif, additional partial sites (secondary motif) were observed with a weaker conserved 3-bp semi-palindromic sequence that corresponds to the “left” and “right” half-sites of the core binding motif (Left*_sec_* and Right*_sec_*). EMSAs with 50-bp mutated variants of the *ytrA*_*Sa*_ binding motif demonstrated that each of the submotifs contributes to binding (Figures 5B,C). When mutating all primary submotifs (Left*_prim_*, Right*_prim_* and Middle*_prim_*) (MUT A), YtrA*_Sa_* binding was almost entirely abrogated, confirming the essentiality of the primary motif as a core binding site. In this core motif, the highly conserved half sites contribute more to binding affinity than the weak-bp center (compare MUT B to MUT C). Finally, as the simultaneous mutation of the secondary half sites (Middle*_sec_*) on both sides of the core binding motif (MUT D) also resulted in a strong decrease in binding affinity, a role for these secondary half sites was confirmed as well (Figure 5C).

**FIGURE 5:**
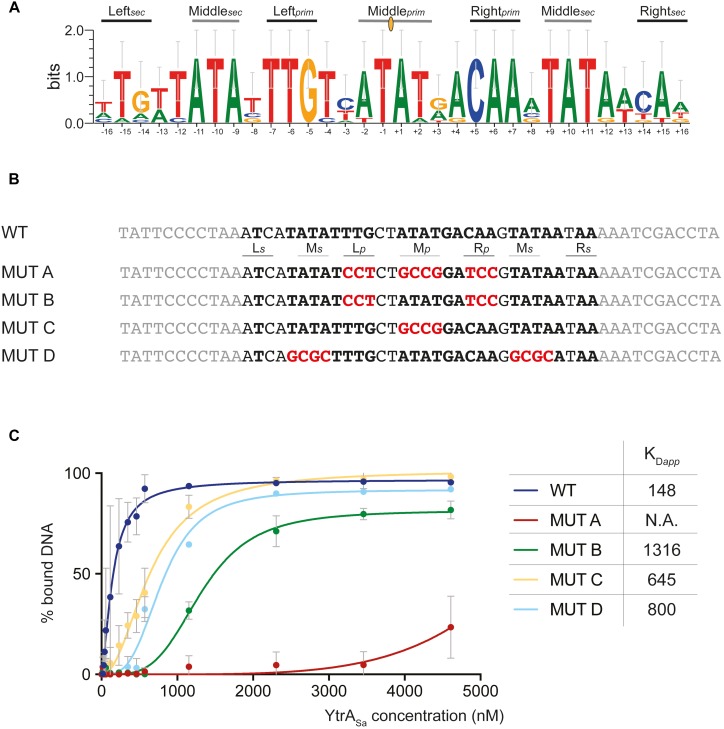
Palindromic elements in the binding motif that support YtrA_Sa_ interaction as shown by mutational analysis. **(A)** Sequence logo depicting a phylogenetic footprint using the forward and reverse sequences of the conserved YtrA binding motif identified in the *ytrA* promoter regions of *S. acidocaldarius*, *S. solfataricus*, *S. islandicus* and *A. manzaensis* and in the *Saci_2078* promoter region of *S. acidocaldarius*. Primary (prim) and secondary (sec) binding motif elements are indicated. The center of dyad symmetry is annotated with a yellow oval symbol. **(B)** Overview of the experimental design of mutated binding site variants (MUT), with the wild type (WT) binding site of the *ytrA*_*Sa*_ target as a starting point. Palindromic residues are depicted in bold and mutated residues in red. **(C)** Graphical representation of binding curve analysis based on densitometric analysis of electrophoretic mobility shift assays performed with 50-bp DNA probes containing binding site variants as presented in panel B. Averages of calculated apparent equilibrium dissociation constants (K*_Dapp_*) are shown as well for each of the variants. Experiments were performed in duplicate. K*_Dapp_* discrepancies for the 50-bp WT probe used in this experiment and the 102-bp probe used in the initial EMSA experiment shown in Figure 3 can be explained by the differing length, which affects binding affinity (Peeters et al., 2007).

Based on the characterized 14-bp core palindromic motif, the *S. acidocaldarius* genome was screened for additional occurrences of this binding motif, restricted to 500-bp stretches upstream of annotated ORFs (Supplementary Table S4). Several additional putative binding motif sequences were retrieved, of which two have similar *P*-values as the originally identified YtrA_Sa_ binding sites in the *Saci_2078* promoter region (between 1.0e^–06^ and 1.0e^–05^) and have an identical positioning with respect to the translational start codon by completely covering it. These binding motifs are located in the control region of *Saci_1073* encoding another membrane protein and *Saci_1554* encoding a ribosomal protein. However, analysis by EMSA and ChIP-qPCR demonstrated that neither high-affinity *in vitro* binding nor *in vivo* binding is observed for YtrA_Sa_ (Supplementary Table S4). This might be explained by a lack of conservation of secondary half sites accompanying the identified primary binding motif (Supplementary Figure S3) and suggests that these sites, given their ideal location to exert regulation and their well-conserved core motif, are either remnants of YtrA_Sa_ regulatory events that took place earlier in evolution or are targets of an alternative transcription factor with a similar DNA-binding specificity. These results confirm the restricted binding profile of YtrA_Sa_ in the *S. acidocaldarius* genome as was revealed by ChIP-seq.

### Three-Dimensional Structure of YtrA_Sa_

A crystallographic analysis of YtrA_Sa_ yielded a structure at 3.0 Å resolution (Figure 6). The 14-kDa YtrA_Sa_ protein crystallized as a dimer with the asymmetric unit of the crystal structure containing a homodimer with an exclusive α-helical structure. Each monomeric unit displays an N-terminal DNA-binding domain harboring the typical GntR-like wHTH motif (α1–α3) and a short C-terminal E-O domain, consisting of two α helices (α4–α5) that mediate dimerization, which is a typical feature for YtrA-like regulators.

**FIGURE 6:**
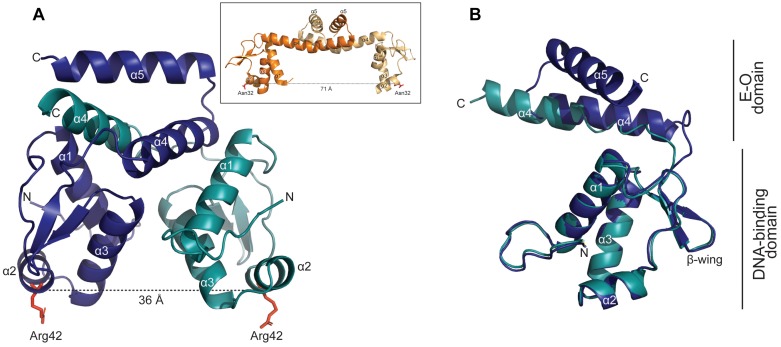
YtrA_Sa_ has a dimeric structure with a distance of 36 Å between the DNA-binding domains. **(A)** Crystallographic structure of the YtrA_Sa_ dimer with indication of the different chains in different colors (chain A: α1-5; chain B: α1-4) and the distance between two corresponding α2 residues (Arg42). The α5 helix of chain B could not be modeled due to poor electron density. In the inset, the protein structure of the YtrA-like CGL2947 of *Corynebacterium glutamicum* is displayed (PDB:2EK5) (Gao et al., 2007) with indication of the distance between conserved α2 residues. **(B)** Structural alignment of chains A and B of YtrA_Sa_ dimer with indication of the different domains.

Upon comparing the YtrA_Sa_ structure with that of the only described bacterial YtrA-type crystal structure, CGL2947 of *C. glutamicum* (Gao et al., 2007), major structural differences are observed despite the similar topological organization (Figure 6A). The distance between the two monomeric Arg42 residues, located in wHTH domain, amounts 36 Å, which is similar to the length of one turn of the DNA helix. This is only about half of the distance between corresponding monomeric residues in the *C. glutamicum* YtrA structure (Figure 6A inset). This structural difference can be ascribed to the length of the α4 helix, which is shorter for the YtrA subfamily of which the gene is colocalized in an operon with a gene encoding a membrane protein, consisting of the *Sulfolobus* YtrA homologs and *S. coelicolor* SCO3812.

For one of the YtrA_Sa_ chains, the α5 helix could not be modeled due to poor electron density, likely explained by a flexible behavior of these C-terminal helices within the crystal. Furthermore, the alignment of individual monomeric chains from within the same dimer demonstrated that the E-O domain has an asymmetric nature (Figure 6B). Although these observations might be ascribed to the crystal packing and are not necessarily biologically relevant, the short length of α4 underlies a compact E-O domain regardless of its exact conformation and a shorter distance between the two monomeric DNA-binding domains in comparison to other YtrA-like regulators.

### Determination of the YtrA_Sa_ Regulon

To study the effect of YtrA_Sa_ on the transcriptional expression of its target genes, a *ytrA*_*Sa*_ overexpression strain was constructed (Supplementary Figure S1) and subjected to a comparative transcriptomic analysis using an RNA-Seq approach, followed by validation with RT-qPCR (Figure 7 and Supplementary Table S5). This analysis revealed 12 differentially expressed genes, including the *ytrA*_*Sa*_ gene itself, which showed a strong upregulation in the overexpression strain, as expected. Both membrane-protein encoding genes that are targeted by YtrA_Sa_ for high-affinity binding, *Saci_1850* and *Saci_2078*, were found to be significantly downregulated in the *ytrA*_*Sa*_ overexpression strain suggesting a role as a transcriptional repressor for YtrA_Sa_.

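RNA was sequenced from 3 cultures of the overexpression strain, SK-1 carrying a shuttle plasmid with *ytrA*_*Sa*_ under a maltose-inducible promoter, and from 3 cultures of the isogenic wild type strain, SK-1 with the plasmid lacking *ytrA*_*Sa*_. The paper states growth in 0.4% maltose. The sample labels name sucrose at 0.2% and NZ-amine at 0.1% as additions to the medium, at 75 °C and a final OD of 0.4, and do not mention maltose. The authors depleted ribosomal RNA, prepared stranded libraries, trimmed the 75 bp single reads with cutadapt, mapped them with STAR to the DSM639 genome and estimated with RSEM how many reads came from each of 2331 genes. Whether RSEM was run in its strand-specific mode is not given in the sources used here, so that values of genes overlapping a neighbor on the opposite strand are uncertain. The paper names the DSM639 genome as the mapping reference and mentions no added plasmid sequence. How reads from the plasmid copy and the chromosomal copy of *ytrA*_*Sa*_ were assigned is not stated, and they are not separated here. The deposited expected counts add up to 39119580, 106587124 and 42406679 reads for overexpression replicates 1, 2 and 3, and to 36752442, 40747176 and 43184254 reads for wild type replicates 1, 2 and 3. In units of M reads (mega), the mean is 51.5 M counted reads with an SD of 27.1 M (n = 6), while the paper states 58 ± 31 M generated reads per sample and does not name the error. All values given here rest on the counted reads. Ribosomal RNA genes held 15.4 ± 2.55% of the counts in the overexpression strain and 16.4 ± 4.68% in the wild type strain (SD, n = 3 each). Wild type replicate 2 had 11.04%, against 19.45% and 18.81% in wild type replicates 1 and 3. Expected counts were rounded to whole numbers. As in the paper's methods, genes with more than 1 cpm, the count scaled to library size, in at least 3 samples were retained, which left 2222 genes. Counts were normalized with edgeR's TMM factors and tested with its quasi-likelihood *F*-test, and genes with a false discovery rate (FDR) below 0.01 and a fold change above 2 were called differentially expressed. All fold changes are overexpression over wild type. The normalization matters for small changes, since scaling by library totals alone raised the fold changes of the tested genes by a median of 0.24 on the log2 scale.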

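The *ytrA*_*Sa*_ gene itself had 1042 ± 135 normalized cpm in the overexpression strain and 71.2 ± 4.19 cpm in the wild type strain (SD, n = 3 each), a log2 fold change of 3.87 (standard error 0.13, FDR = 4.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each overexpression culture exceeded each wild type culture (two-sided exact permutation test, p = 0.10, the smallest p that 3 cultures against 3 allow). Of the 2222 genes tested, 13 were called differentially expressed, 5 of them higher and 8 lower in the overexpression strain. All 13 are among the 14 genes of Supplementary Table S5. The remaining gene of that table, *Saci_2079*, had a log2 fold change of -1.06 and an FDR of 0.0102 from the same test. It was called without wild type replicate 2 (FDR = 0.00877), with RLE factors, with limma-voom and with robust=TRUE. With DESeq2, 25 genes were called, among them all 14 of the table. Scaling by library totals alone moved the result most among the other normalizations and tests, to 28 genes, of which 23 were higher and 5 lower, and 10 of these are among the 13. Leaving out a culture also changed the count. There were 2 genes without overexpression replicate 2, 2 without wild type replicate 3, 6 without wild type replicate 1, 21 without wild type replicate 2, 10 without overexpression replicate 3 and 14 without overexpression replicate 1.

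**Figure D1:**
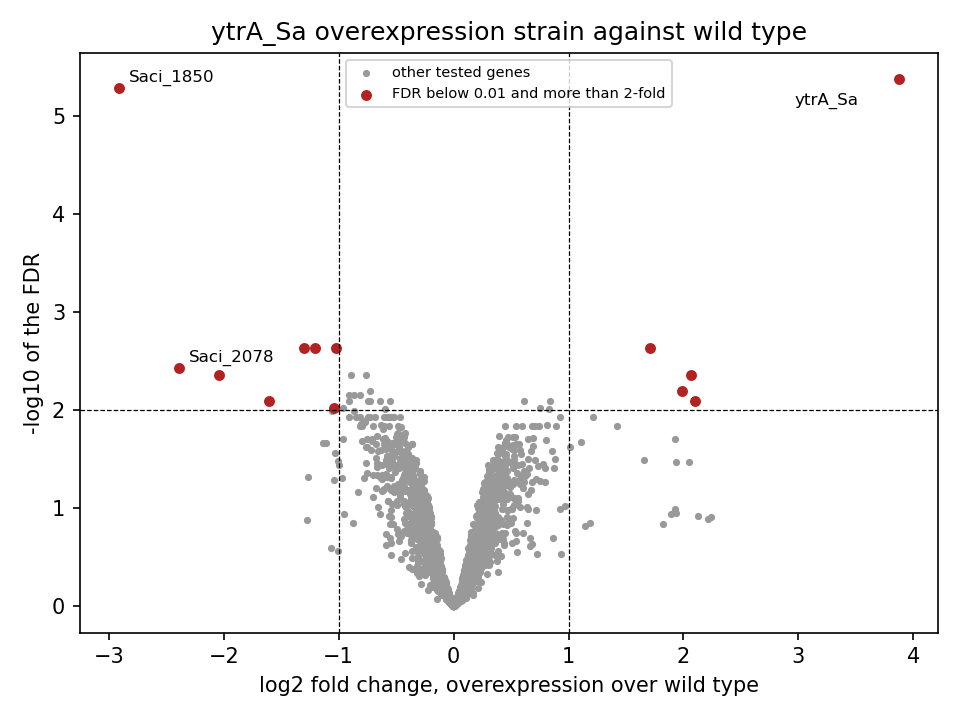
Fold change and FDR of the 2222 tested genes. The x axis is the log2 fold change of the overexpression strain over the wild type strain, the y axis is minus log10 of the FDR from edgeR, each point is a gene, and the dashed lines mark an FDR of 0.01 and a fold change of 2. The 13 red points are the called genes, with *ytrA*_*Sa*_ at 3.87 on the right.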

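*Saci_1850* fell from 114 ± 11.9 normalized cpm in the wild type strain to 15.1 ± 0.61 cpm in the overexpression strain (SD, n = 3 each). Its log2 fold change was -2.91 (standard error 0.11, FDR = 5.2e-06 from edgeR's quasi-likelihood test), which is 7.54 times less transcript. *Saci_2078* had a lower level to begin with and fell from 16.9 ± 4.73 to 3.24 ± 0.83 cpm, a log2 fold change of -2.39 (standard error 0.25, FDR = 0.00371 from the same test) or 5.24 times less transcript. For both genes, the lowest wild type culture lay above the highest overexpression culture. These were the 2 strongest decreases among the tested genes under 23 of the 24 settings tried, the main one included. Without a filter on low counts, where genes with very few reads enter, they ranked 6 and 9. With a culture left out, the log2 fold change of *Saci_1850* stayed between -2.98 and -2.83 and the gene was called each time. That of *Saci_2078* stayed between -2.58 and -2.14, but its FDR rose above the limit of 0.01 without overexpression replicate 2 (0.0300), without overexpression replicate 3 (0.0150) and without wild type replicate 3 (0.0111). Downstream of *Saci_2078*, *Saci_2080* had a log2 fold change of -0.77 (FDR = 0.0346 from edgeR), and the next gene, *Saci_2081*, had one of 0.37 (FDR = 0.0626). On the side of the bound region, *Saci_2077* had a log2 fold change of 0.50 (FDR = 0.0992 from edgeR). With a culture left out, that of *Saci_2077* ranged from 0.39 to 0.74. Of the genes flanking the *ytrA*_*Sa*_ operon, *Saci_1849* had a log2 fold change of 0.34 (FDR = 0.0690), and *Saci_1852* had one of -1.11 (FDR = 0.0215), beyond 2-fold but short of the FDR limit. It was called with DESeq2 (FDR = 1.03e-05) and without overexpression replicate 1 (FDR = 0.00377).

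**Figure D2:**
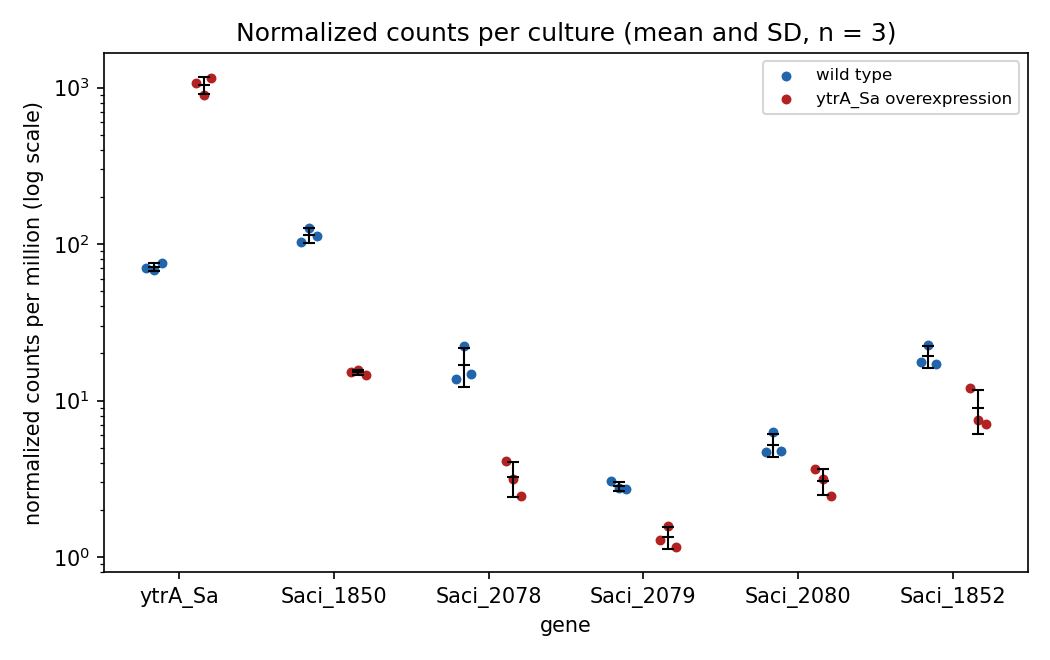
Normalized cpm per culture, on a log scale, for *ytrA*_*Sa*_, its operon partner *Saci_1850*, *Saci_2078* and 3 neighboring genes. Points are cultures, 3 per strain, and bars are the mean and SD. *Saci_1850* and *Saci_2078* are lower in each overexpression culture than in each wild type culture.

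**Figure D3:**
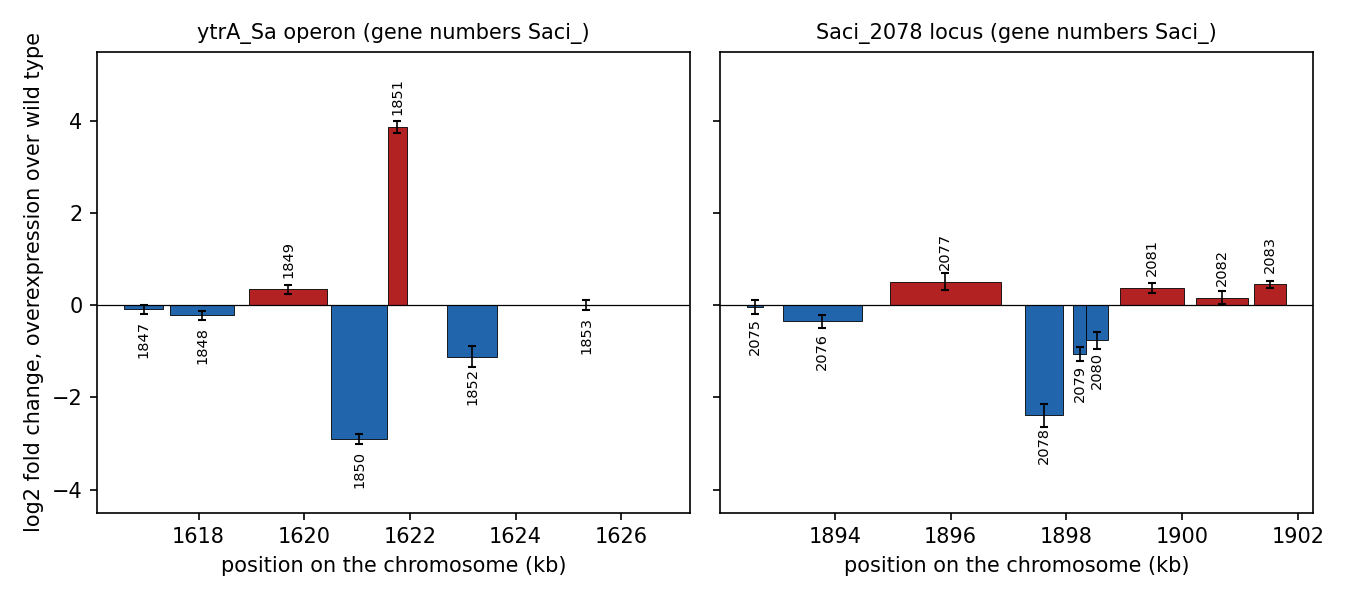
Log2 fold changes of the genes around the *ytrA*_*Sa*_ operon and around *Saci_2078*, drawn to scale along the chromosome in kb. Each bar spans a gene, its height is the log2 fold change of overexpression over wild type and the error bar is the standard error. The decreases peak at *Saci_1850* (-2.91) and *Saci_2078* (-2.39).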

**FIGURE 7:**
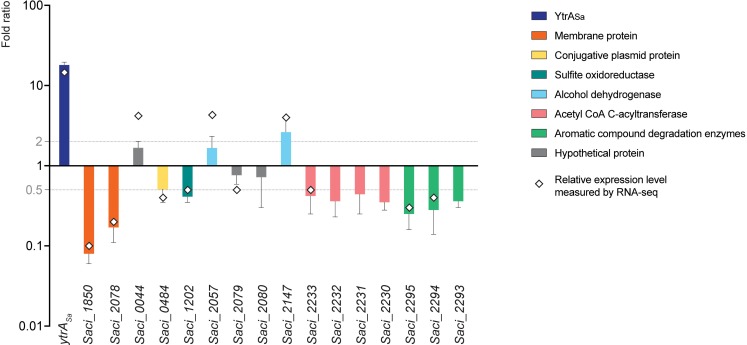
YtrA_Sa_ exerts repression on its direct target genes encoding two membrane proteins. A bar plot shows relative gene expression levels as determined by RT-qPCR, comparing a *ytrA*_*Sa*_ overexpression strain with its isogenic wild type. Error bars represent the standard deviations of three biological repeats. Average fold-change values of RNA-Seq analysis are depicted by a diamond. Gray lines represent a fold change of 2 and 0.5, respectively.

All other genes that displayed differential expression in the *ytrA*_*Sa*_ overexpression strain, either a higher or lower expression level (Figure 7), were shown not to harbor a YtrA_Sa_ binding motif in their promoter region (Supplementary Table S4). In addition, their promoter regions did not show an interaction with YtrA_Sa_ *in vivo* or *in vitro* (Table 1, data not shown). 

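Besides *ytrA*_*Sa*_, 4 genes were called higher in the overexpression strain. *Saci_0044*, encoding a CBS domain protein, rose from 109 ± 32.5 to 458 ± 78.1 normalized cpm (SD, n = 3 each), a log2 fold change of 2.07 (standard error 0.23, FDR = 0.00441 from edgeR's quasi-likelihood test). *Saci_2057*, encoding an alcohol dehydrogenase, had a log2 fold change of 2.10 (FDR = 0.00812) and *Saci_2147*, encoding aspartate semialdehyde dehydrogenase, one of 1.98 (FDR = 0.00634). SACI_RS11760, a gene without a Saci number, had one of 1.71 (FDR = 0.00230). In each of these 4 genes overexpression replicate 3 was the highest culture, and without it the log2 fold changes were 1.92, 1.82, 1.70 and 1.55 for *Saci_0044*, *Saci_2057*, *Saci_2147* and SACI_RS11760, with *Saci_0044* (FDR = 0.0150) and *Saci_2057* (FDR = 0.0163) then above the FDR limit. All 4 were also above it, with unchanged direction, without overexpression replicate 2 (FDRs of 0.0198 to 0.0402), without wild type replicate 1 (0.0122 to 0.0424) and without wild type replicate 3 (0.0111 to 0.0250). The 7 genes that Supplementary Table S4 lists with a motif but no binding *in vivo* were looked at as a list. *Saci_0677* was not matched to a gene of the files, and the other 6 had log2 fold changes between -0.54 and 0.28, with none called by edgeR, DESeq2 or limma-voom and 1 below an unadjusted p of 0.05 in edgeR. With TMM factors the set test found no shift (mean log2 fold change -0.043, adjusted p = 0.219 over 3 gene sets from limma's rotation test fry), and their median of 0.0037 has the opposite sign of the mean. The 2 genes with the best-placed motifs, *Saci_1073* and *Saci_1554*, had log2 fold changes of -0.22 (FDR = 0.317 from edgeR) and -0.15 (FDR = 0.404), which became 0.015 and 0.088 with scaling by library totals alone. That scaling, which raises all genes, put *Saci_0421* at 0.52, *Saci_0871* at 0.40 and *Saci_1234* at 0.44 (FDRs of 0.0216, 0.0166 and 0.0224) and *Saci_2168* at -0.30 (FDR = 0.0407 from edgeR). With TMM factors *Saci_2168* fell by 0.54 on the log2 scale (FDR = 0.0118 from edgeR over all genes, 0.00150 adjusted over the list alone), with each overexpression culture below each wild type culture, and it was then the single gene of the list with an FDR below 0.05 either way. Its edgeR FDR over all genes was above 0.05 without overexpression replicate 2 (0.0742), wild type replicate 1 (0.0503) and wild type replicate 3 (0.0536). With DESeq2 the FDR of *Saci_2168* was 2.39e-06, so that there only the fold change limit kept it from being called. The other tested genes of the list had DESeq2 FDRs of 0.153 to 0.436.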

Their differential expression can thus be explained by indirect regulatory effects. These genes belong to a variety of functional categories, such as a conjugative plasmid protein (*Saci_0484*), a sulfite oxidoreductase (*Saci_1202*), an acetyl-CoA C-acyltransferase (*Saci_2233*), encoded in an operon with other acyltransferase-encoding genes, and a predicted 4-hydroxyphenylacetate 3-hydroxylase (*Saci_2294*) and catechol 2,3-dioxygenase (*Saci_2295*), co-encoded in an operon and involved in the oxidative degradation of aromatic compounds. 

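*Saci_1202* and *Saci_0484* were both about 2-fold lower in the overexpression strain. *Saci_1202* went from 107.1 ± 8.26 to 52.6 ± 1.88 normalized cpm (SD, n = 3 each; log2 fold change -1.03, FDR = 0.00230 from edgeR) and lay below the fold change limit with upper-quartile factors (-0.99), with library totals alone (-0.79), with log2(TPM + 1) (-0.89) and with log2(TPM + 0.1) (-0.90). *Saci_0484* went from 162 ± 10.7 to 70.0 ± 9.08 cpm (log2 fold change -1.21, FDR = 0.00230) and was at -0.97 with library totals alone. *Saci_2233* had the FDR closest to the limit of the called genes (log2 fold change -1.04, FDR = 0.00956). With limma-voom and with a filter at 10 cpm its FDR was 0.0105 and 0.0107, and with library totals alone and both TPM scales its log2 fold change was -0.80, -0.89 and -0.89. Its operon neighbors *Saci_2232*, *Saci_2231* and *Saci_2230* had log2 fold changes of -0.91, -0.85 and -0.80 and FDRs of 0.0116, 0.0118 and 0.0206, so that none of them was called by itself. Without wild type replicate 2, *Saci_2232* was called too (-1.06, FDR = 0.00071). Tested together, the 4 genes were lower (mean log2 fold change -0.88, adjusted p = 0.0111 from limma's rotation test fry). In the other operon, *Saci_2294* had a log2 fold change of -1.30 (FDR = 0.00230 from edgeR) and *Saci_2295* one of -1.60 (FDR = 0.00812), while *Saci_2293* reached -0.91 (FDR = 0.00704) and missed only the fold change limit. The 3 genes together had a mean log2 fold change of -1.29 (adjusted p = 0.00313 from limma's fry). The paper chose both operons for genes that were lower in these same libraries, so that neither set test is independent evidence. In all of these genes each overexpression culture was below each wild type culture. Chance gives a separation in either direction to 10% of genes with 3 cultures against 3. SACI_RS07300, annotated as an integrase in Supplementary Table S5, had the third strongest decrease, -2.04 (FDR = 0.00441 from edgeR), at 3.71 ± 0.69 cpm in the wild type strain and 0.89 ± 0.24 cpm in the overexpression strain. The called genes *Saci_1202*, *Saci_0484*, *Saci_2233*, *Saci_2294*, *Saci_2295* and SACI_RS07300 kept their direction with each culture left out, but all 6 were above the FDR limit without overexpression replicate 2 (FDRs of 0.0198 to 0.0576) and without wild type replicate 3 (0.0111 to 0.0303). Without wild type replicate 1 this held for *Saci_1202*, *Saci_0484*, *Saci_2295* and *Saci_2233* (0.0115 to 0.0424). *Saci_2233* was also above it without overexpression replicate 1 (0.0151) and without overexpression replicate 3 (0.0345). Without wild type replicate 2 all 6 were called (0.00087 to 0.0079).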

Analysis by RT-qPCR confirmed a slightly lower expression level for the *Saci_2230-Saci_2233* and *Saci2293-Saci_2295* operons and the sulfite oxidoreductase-encoding *Saci_0484*, but not for the other genes (Figure 7). It can thus be concluded that YtrA_Sa_ is a repressor of a restricted regulon, consisting of only two genes encoding putative membrane proteins, of which the function is unknown. 

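Few genes changed beyond 2-fold between the strains, while smaller changes were frequent. Of the 2222 genes tested, 2182 or 98.2% had a change below 2-fold, and the 1st and 99th percentiles of the log2 fold change were -0.95 and 0.96. Without a fold change limit, 30 genes had an FDR below 0.01 from edgeR, 21 of them lower and 9 higher. At an FDR below 0.05 there were 317 genes, 192 lower and 125 higher, and 719 had an unadjusted p below 0.05. The first principal component of the log2 cpm, with 54.3% of the variance, separated the strains. The 4 genes that the paper names for regions enriched by ChIP-seq in some replicates were not called by edgeR, DESeq2 or limma-voom. *Saci_0894* had a log2 fold change of 0.04 (FDR = 0.850), *Saci_0884* one of -0.06 (FDR = 0.677), *Saci_0505* one of 0.39 (FDR = 0.146) and *Saci_1323* one of -0.29 (FDR = 0.0420; 0.0204 adjusted over the list alone). The latter 2 had unadjusted p values of 0.0463 and 0.00510, and their size depends on the scaling. With library totals alone *Saci_0505* was at 0.63 and *Saci_1323* at -0.055, and *Saci_1323* was at -0.17 on both TPM scales. The FDR of *Saci_1323* was 0.0213 without wild type replicate 2 and 0.0724 to 0.176 with any other culture left out. With DESeq2 it was 0.00899, so that there only the fold change limit kept *Saci_1323* from being called, while *Saci_0505* had 0.357. The interval of *Saci_1323* also overlaps *Saci_1322* (*albA*), which was added after its values were seen and had a log2 fold change of -0.20 (FDR = 0.239 from edgeR). With TMM factors the changes of *Saci_0894* and *Saci_0884* are smaller than their standard errors of 0.11 and 0.094. *Saci_0894* was at -0.071 without wild type replicate 2 and *Saci_0884* at 0.0028 without overexpression replicate 3. With library totals alone *Saci_0894* was at 0.28 (standard error 0.11) and *Saci_0884* at 0.17 (standard error 0.10), so that these sizes depend on the scaling too. The reference gene of the RT-qPCR, *Saci_1336*, had a log2 fold change of -0.10 (standard error 0.13, FDR = 0.633) and was at 0.13 with library totals alone. The paper takes the lower transcript levels of the 2 genes with high-affinity binding sites, *Saci_1850* and *Saci_2078*, as a sign of repression and proposes a repressor role for YtrA_Sa_. It states that the changes of the other differentially expressed genes, which lack a binding motif and showed no interaction with YtrA_Sa_, can be explained by indirect effects. Its conclusion on the regulon follows this and the RT-qPCR of Figure 7, which is not analysed here.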

Sequence analysis did not reveal any homologies to characterized membrane proteins or transporters. Possibly, these targets are transporter proteins of which the physiological function is linked to the metabolic functions of enzymes encoded by the indirectly regulated operons, such as degradation of aromatic compounds. To test this hypothesis, the effect of six aromatic compounds (phenol, catechol, biphenyl, phenylacetyl-CoA, salicylate and benzaldehyde) on the *in vitro* binding of YtrA_Sa_ to the promotor region of its own operon was analyzed by EMSA (Supplementary Figure S4). None of the compounds affected the YtrA_Sa_-DNA binding and a YrtA_Sa_ ligand is thus not identified.

## Discussion

YtrA_Sa_ performs an (auto-)repression function by interacting with high specificity and affinity with a 32-bp long inverted repeat. However, the following indications suggest that the formed YtrA_Sa_-DNA complex minimally consists of a single protein dimer that mainly establishes contacts with a core region of 14 bp, the primary binding motif: (i) protein binding assays with mutant variants of the binding site demonstrate that the primary motif is essential (Figure 5); (ii) the crystallographic dimeric structure of YtrA_Sa_ is in line with the recognition of a 14-bp binding motif, given the compact structure and corresponding residues in the two wHTH motifs being separated by a distance that roughly amounts to a single turn of the DNA helix (36 Å) (Figure 6A). A hypothetical model of the YtrA_Sa_-DNA complex shows that in such a conformation, the dimer interacts with two major groove segments and the intervening minor groove segment (Figure 8).

**FIGURE 8:**
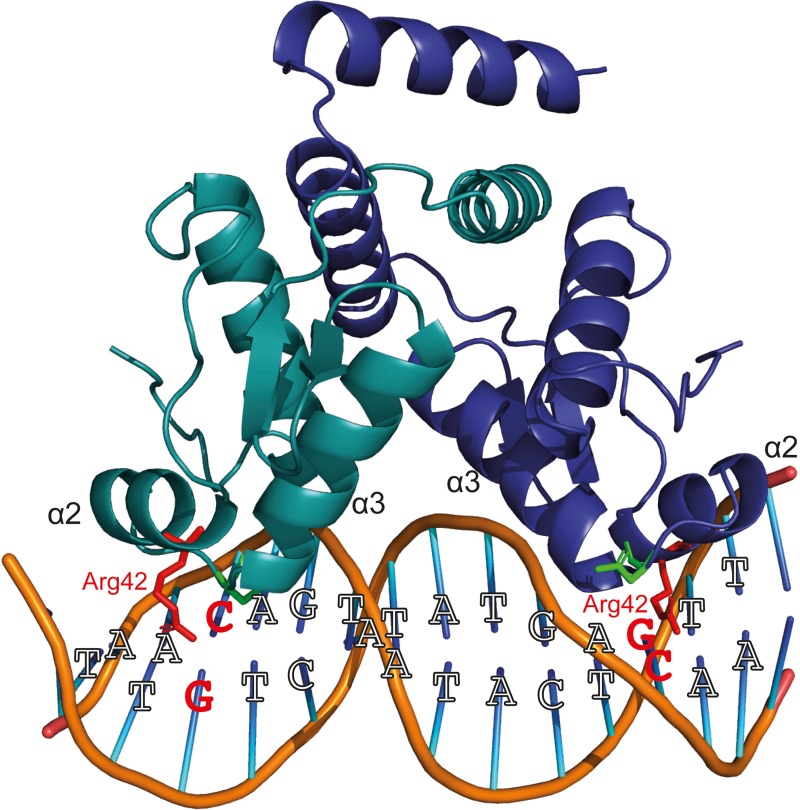
Hypothetical model of protein-DNA interactions that are possibly established when a YtrA_Sa_ dimer binds the primary consensus binding motif. This model has been built using Pymol (DeLano, 2002), with indication of the consensus bp and the wHTH helices α2 and α3. Two conserved residues presumed to be important for DNA binding (Suvorova et al., 2015), Arg42 and Asn51, are depicted in a stick representation. The Arg42 residues and GC/CG bp that are hypothesized to interact and to be essential for sequence-specific interaction are colored red.

Sequence-specific amino acid-nucleotide interactions are presumed to take place in the major grooves that contain palindromic half sites with highly conserved bp residues, while the center of the binding motif faces with the minor groove toward the regulator and contains weak bp that facilitate protein-induced bending. In this model, the highly conserved Arg42 is ideally positioned for base-specific interactions with the symmetrical GC and CG bp in the palindromic half sites (Figure 8). This interaction is likely to occur since for bacterial YtrA-like regulators a correlation has been observed between the corresponding Arg residue and strong bp (Suvorova et al., 2015). Furthermore, an Arg interaction with GC/CG bp is known to account for a large fraction of specific protein-DNA contacts (Marabotti et al., 2008) and also occurs in FadR and HutC subfamilies of GntR TFs (Suvorova et al., 2015). This empowers our hypothesis that the half-sites in the central 14-bp motif are contacted in the major groove with the establishment of sequence-specific interactions. Interestingly, in contrast to canonical wHTH-containing DNA-binding proteins (Aravind et al., 2005), it is not the recognition helix α3 that is presumed to dock into the major groove and establish contacts with the DNA, but instead the preceding α2, which also contains the conserved Arg42 hypothesized to be involved in base-specific contacts. Indeed, the YtrA_Sa_ structure demonstrates a relative orientation of the α3 helices that precludes a potential involvement in direct DNA interactions (Figure 6).

A binding mode with a dimer interacting with a 14-bp binding motif with two-fold symmetry is often observed for prokaryotic TFs, including non-YtrA GntR members (Rigali et al., 2002; Aravind et al., 2005) and contrasts with the typically longer palindromic binding motifs of bacterial YtrA TFs (Rigali et al., 2002), such as the motif GGTG-N_16_-CACC that is recognized by a YtrA-like regulator from *Xanthomonas citri* (Zhou et al., 2017). Such a longer inverted repeat is in agreement with the protein structure described for a *C. glutamicum* YtrA TF, where the distance between the two recognition helices is 62 Å, corresponding to about two turns in the DNA helical structure (Gao et al., 2007) (Figure 6A). Aligning YtrA_Sa_ with bacterial YtrA-like TFs shows that a shorter α4 helix in the secondary protein structure leads to the more compact protein structure for the YtrA regulators in Crenarchaeota. This shorter α4 helix is also observed for a subgroup of YtrA-like TFs described in *Actinomycetes*, typically located in an operon encoding a membrane protein instead of an ABC transport system (Tsypik et al., 2016). Although no protein structure has been characterized for this subgroup of bacterial YtrA-like regulators, we can assume that they are structurally similar to the archaeal YtrA_Sa_ shown in this work. Furthermore, given that they are both (presumed to be) involved in the regulation of a membrane protein, also their functions might be related.

However, what is then the function of the secondary binding sites, located up- and downstream of the core binding motif? These contain direct repeats of each adjacent half site and have been shown to be important for YtrA_Sa_ binding as well: they are protected in footprinting experiments (Figure 4A) and have been shown to mediate the high-affinity formation of stable protein-DNA interactions *in vitro* and *in vivo* (Figure 5 and Supplementary Figure S3). Possibly, they are involved in recruiting additional YtrA_Sa_ molecules, causing an alternative oligomerization of the protein and/or mediating binding cooperativity (Figure 3). Interestingly, the existence of adjacent weaker half sites accompanying the main binding motif is commonly observed for bacterial GntR-like TFs (Suvorova et al., 2015). Although we hypothesize that the core complex consists of a dimer bound to the 14-bp primary binding motif (Figure 8), the exact stoichiometry of the YtrA_Sa_-DNA complex remains to be determined.

YtrA_Sa_ represses the transcription of an operon encoding its own gene and a membrane protein and of a second gene encoding a membrane protein by interacting with a binding site that fully covers the transcription initiation site. This binding site positioning can be presumed to lead to a direct steric hindrance of the recruitment of RNA polymerase, a repression mechanism that has been commonly observed for archaeal repressors (Peeters et al., 2013). YtrA_Sa_ has a very restricted regulon, limited to these membrane proteins, for which we were unable to predict a function. Given the analogy between YtrA_Sa_ and the *Actinomycetes* YtrA subfamily harboring a similarly short α4 helix and being co-encoded with transporter proteins (Tsypik et al., 2016), a transporter function could be hypothesized as well for the target genes of the archaeal YtrA regulators. Based on functions of differentially expressed genes when comparing the *ytrA*_Sa_ overexpression strain with its isogenic wild type, a subset of aromatic compounds as possible ligands was tested *in vitro* but none influenced the YtrA_Sa_-DNA interaction (Supplementary Figure S4). It is possible that the small E-O domain of YtrA_*Sa*_ is unable to accommodate ligand binding and only functions for dimerization of the protein as has been predicted previously for YtrA-like regulators (Yoshida et al., 2000; Rigali et al., 2002). Nevertheless, regulation might still be fine-tuned by ligand interaction by an as yet unknown ligand or by post-translational modification. The elucidation of the exact physiological function of YtrA_Sa_ will require a functional characterization of the regulated membrane proteins.

## Data Availability

The datasets generated for this study can be found in the Gene Expression Omnibus (GSE129464). The crystallographic dataset has been submitted to the Protein Data Bank (PDB: 6SBS).

## Author Contributions

LL performed the molecular cloning, protein purification, electrophoretic mobility shift assays, footprinting assays, RNA extractions, chromatin immunoprecipitation assays, qRT-PCR analysis, and data analysis. LT and FN performed the RNA-Seq and ChIP-seq analyses. ED performed the protein purification, electrophoretic mobility shift assays, and footprinting assays. KV and A-CL performed the protein purification and protein crystallography. DM performed the data analysis. EP conceived and designed the study. LL and EP wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: YtrASa, a GntR-Family Transcription Factor, Represses Two Genetic Loci Encoding Membrane Proteins in Sulfolobus acidocaldarius
**Source:** Front Microbiol. 2019 Sep 10;10:2084. doi: 10.3389/fmicb.2019.02084
**Supplement:** Supplementary file 1

**YtrA<sub>Sa</sub>, a GntR-family transcription factor, represses two genetic loci encoding membrane proteins in *Sulfolobus acidocaldarius***

**Supplementary Material**

**Lemmens et al.**

**Supplementary Table S1.** Overview of all strains used in this work.

| <b>Name</b>                                                      | <b>Description/purpose</b>                                                | <b>Reference or source</b> |
|------------------------------------------------------------------|---------------------------------------------------------------------------|----------------------------|
| <i>Escherichia coli</i> DH5 $\alpha$                             | Plasmid propagation strain                                                | Gibco                      |
| <i>Escherichia coli</i> Rosetta (DE3)                            | Protein expression host strain                                            | Novagen                    |
| <i>Escherichia coli</i> B834 (DE3/pLysS)                         | SeMet expression host strain                                              | Novagen                    |
| <i>Sulfolobus acidocaldarius</i> SK-1                            | Uracil auxotrophic, $\Delta$ <i>suaI</i> strain for genetic experiments   | Suzuki <i>et al.</i> 2016  |
| <i>Sulfolobus acidocaldarius</i> SK-1xpLL1601xytrA <sub>Sa</sub> | Homologous ytrA <sub>Sa</sub> overexpression strain                       | This work                  |
| <i>Sulfolobus acidocaldarius</i> SK-1xpLL1601                    | Isogenic wild type of homologous ytrA <sub>Sa</sub> overexpression strain | This work                  |
| <i>Sulfolobus acidocaldarius</i> MW001                           | Uracil auxotrophic strain                                                 | Wagner <i>et al.</i> 2012  |

**Supplementary Table S2.** Overview of all oligonucleotides used in this work.

| Name  | Sequence (5' -> 3')                                                             | Purpose                                      |
|-------|---------------------------------------------------------------------------------|----------------------------------------------|
| EP479 | CCGCGGCAACGAACTTC                                                               | Construction of pJL1602                      |
| EP480 | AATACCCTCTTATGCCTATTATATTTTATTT<br>AATGGTAC                                     | Construction of pJL1602                      |
| EP481 | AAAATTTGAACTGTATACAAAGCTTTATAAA<br>GTATTTTC                                     | Construction of pJL1602                      |
| EP482 | GCTTATTCCTAGCAGATGTAGTAATGAGGT<br>GAAGCTCATATG                                  | Construction of pJL1602                      |
| EP483 | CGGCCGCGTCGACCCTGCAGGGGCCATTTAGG<br>CCAG                                        | Construction of pJL1602                      |
| EP484 | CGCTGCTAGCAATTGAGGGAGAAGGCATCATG<br>GAGTTCCCA                                   | Construction of pJL1602                      |
| EP485 | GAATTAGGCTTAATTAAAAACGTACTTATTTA<br>AAAGAGG                                     | Construction of pJL1602                      |
| EP486 | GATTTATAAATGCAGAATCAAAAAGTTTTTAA<br>GGTCACTCCCATGG                              | Construction of pJL1602                      |
| EP487 | CCATGGGAGTCACCTTAAAAAC                                                          | Construction of pJL1602                      |
| EP488 | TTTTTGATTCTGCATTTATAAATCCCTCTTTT<br>AAATAAGTAC                                  | Construction of pJL1602                      |
| EP489 | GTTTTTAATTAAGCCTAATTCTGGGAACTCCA<br>TGATG                                       | Construction of pJL1602                      |
| EP490 | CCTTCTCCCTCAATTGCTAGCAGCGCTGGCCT<br>AAATGGC                                     | Construction of pJL1602                      |
| EP491 | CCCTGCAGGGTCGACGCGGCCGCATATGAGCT<br>TCAC                                        | Construction of pJL1602                      |
| EP492 | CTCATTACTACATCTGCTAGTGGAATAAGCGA<br>AAATACTTTATAAAG                             | Construction of pJL1602                      |
| EP493 | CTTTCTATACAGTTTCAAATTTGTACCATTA<br>AATAA                                        | Construction of pJL1602                      |
| EP494 | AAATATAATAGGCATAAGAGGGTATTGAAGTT<br>TCGTTGCCGCGG                                | Construction of pJL1602                      |
| EP495 | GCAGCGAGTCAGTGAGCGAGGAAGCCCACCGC<br>GGCAACGAACTTCAATAC                          | Construction of pJL1602                      |
| EP496 | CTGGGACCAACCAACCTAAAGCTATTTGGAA<br>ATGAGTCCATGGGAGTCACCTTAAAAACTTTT<br>TGATTCTG | Construction of pJL1602                      |
| EP557 | CCCCCATGGGTCGACCCTGCAG                                                          | Construction of pLL1601                      |
| EP558 | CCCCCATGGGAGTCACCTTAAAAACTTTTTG                                                 | Construction of pLL1601                      |
| LL021 | TGAGTTGAAGCCAGGCGATA                                                            | qRT-PCR <i>Saci</i> 1851                     |
| LL022 | CCCGAAGCATGTTTCTCCAA                                                            | qRT-PCR <i>Saci</i> 1851                     |
| LL106 | GGCATATGATGACAAGTATAATAAAA                                                      | Cloning of <i>ytr<sub>Sa</sub></i> in pET24a |
| LL107 | AACTCGAGCTTGCTATTCAC                                                            | Cloning of <i>ytr<sub>Sa</sub></i> in pET24a |
| LL140 | GATGGGAGTCTTGGA CTCTAGG                                                         | EMSA/ChIP-qPCR <i>Saci</i> 1851 target       |
| LL154 | CTTACCTTTTATAGTAGGTAAATAAGG                                                     | EMSA/ChIP-qPCR <i>Saci</i> 1851 target       |
| LL155 | AAGCGGGGGAGAGATACCTA                                                            | qRT-PCR <i>Saci</i> 1850                     |

|       |                                                                 |                                                             |
|-------|-----------------------------------------------------------------|-------------------------------------------------------------|
| LL156 | CTCCACTGAACCTCCTGGAC                                            | qRT-PCR <i>Saci</i> 1850                                    |
| LL201 | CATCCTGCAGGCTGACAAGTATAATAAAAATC<br>GAC                         | Cloning of <i>ytrA<sub>Sa</sub></i> in pLL1601              |
| LL202 | CATGCTAGCCTCAGTGGTGGTGGTG                                       | Cloning of <i>ytrA<sub>Sa</sub></i> in pLL1601              |
| LL203 | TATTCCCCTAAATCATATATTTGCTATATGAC<br>AAGTATAATAAAAATCGACCTA      | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL204 | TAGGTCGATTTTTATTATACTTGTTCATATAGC<br>AAATATATGATTTAGGGGAATA     | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL205 | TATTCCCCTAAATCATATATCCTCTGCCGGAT<br>CCGTATAATAAAAATCGACCTA      | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL206 | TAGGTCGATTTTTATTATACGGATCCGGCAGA<br>GGATATATGATTTAGGGGAATA      | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL207 | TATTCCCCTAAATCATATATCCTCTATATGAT<br>CCGTATAATAAAAATCGACCTA      | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL208 | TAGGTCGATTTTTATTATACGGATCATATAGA<br>GGATATATGATTTAGGGGAATA      | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL209 | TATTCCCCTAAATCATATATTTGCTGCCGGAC<br>AAGTATAATAAAAATCGACCTA      | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL210 | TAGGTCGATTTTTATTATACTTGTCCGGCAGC<br>AAATATATGATTTAGGGGAATA      | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL211 | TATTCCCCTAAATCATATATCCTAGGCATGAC<br>AAGTATAATAAAAATCGACCTA      | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL212 | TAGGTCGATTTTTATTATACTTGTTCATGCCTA<br>GGATATATGATTTAGGGGAATA     | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL213 | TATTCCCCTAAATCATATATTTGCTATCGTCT<br>CCGTATAATAAAAATCGACCTA      | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL214 | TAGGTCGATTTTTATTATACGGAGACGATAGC<br>AAATATATGATTTAGGGGAATA      | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL244 | TCGTCAACAACCTATATAAGCCATA                                       | EMSA/ChIP-qPCR <i>Saci</i> 2078 target                      |
| LL245 | CTATGGAGATTAGCGGGTAGAG                                          | EMSA/ChIP-qPCR <i>Saci</i> 2078 target                      |
| LL246 | AACTGCGGTGAATAAAGTAGGG                                          | EMSA/ChIP-qPCR <i>Saci</i> 1554 target                      |
| LL247 | TGGTCACAATGTATGCTACCAA                                          | EMSA/ChIP-qPCR <i>Saci</i> 1554 target                      |
| LL248 | GGGAAAGGATATTGGGGAAA                                            | EMSA/ChIP-qPCR <i>Saci</i> 0421 target                      |
| LL249 | GAGATTATTGTTGCAAGGATTACA                                        | EMSA/ChIP-qPCR <i>Saci</i> 0421 target                      |
| LL250 | GTTTTGAGTACAACCTAACCCATT                                        | EMSA/ChIP-qPCR <i>Saci</i> 2168 target                      |
| LL251 | TTGCAGACCTTTTCCCTCAA                                            | EMSA/ChIP-qPCR <i>Saci</i> 2168 target                      |
| LL252 | TCCTGAAGGCCTAAAAGAGTACA                                         | EMSA/ChIP-qPCR <i>Saci</i> 0677 target                      |
| LL253 | AATCACTTCTTTAATGAAAAGTTTGAG                                     | EMSA/ChIP-qPCR <i>Saci</i> 0677 target                      |
| LL254 | AGCAACACCAAAGGATTGAA                                            | EMSA/ChIP-qPCR <i>Saci</i> 0871 target                      |
| LL255 | TCTTCCCTACGTTACGGTTTG                                           | EMSA/ChIP-qPCR <i>Saci</i> 0871 target                      |
| LL256 | AAAATGGGAGAGTAATCGGTTTT                                         | EMSA/ChIP-qPCR <i>Saci</i> 1234 target                      |
| LL257 | ACGCCTCGCTTTATTTCAT                                             | EMSA/ChIP-qPCR <i>Saci</i> 1234 target                      |
| LL288 | CCTTCCGAACCTACCTGTTGC                                           | qRT-PCR <i>Saci</i> 2078                                    |
| LL289 | GATAGGGCGGAAGAAAACC                                             | qRT-PCR <i>Saci</i> 2078                                    |
| LL290 | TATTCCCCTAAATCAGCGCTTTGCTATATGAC<br>AAGGCGCATAAAAATCGACCTA      | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL291 | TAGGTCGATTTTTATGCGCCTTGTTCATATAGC<br>AAAGC<br>GCTGATTTAGGGGAATA | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL292 | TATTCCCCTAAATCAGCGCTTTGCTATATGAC<br>AAGTA<br>TAATAAAAATCGACCTA  | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |
| LL293 | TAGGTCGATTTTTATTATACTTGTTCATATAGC<br>AAAGC                      | Site-directed mutagenesis <i>Saci</i> _1851 binding<br>site |

|       |                           |                                   |
|-------|---------------------------|-----------------------------------|
| LL413 | TCCAGTACAGGAAGGGCAAC      | ChIP-qPCR <i>Saci</i> 0505 target |
| LL414 | AAGGTTTTTATGAACCCTTTTCTTG | ChIP-qPCR <i>Saci</i> 1323 target |
| LL415 | TTATATGAAGGTTGATTTGAAGACA | ChIP-qPCR <i>Saci</i> 1323 target |
| LL416 | ACAGCAAGTGGTTCATCACG      | ChIP-qPCR <i>Saci</i> 2319 target |
| LL417 | TGTTCTACCGGCAGGGATAG      | ChIP-qPCR <i>Saci</i> 2319 target |

**Supplementary Table S3.** Overview of all plasmids used in this work.

| <b>Name</b>                           | <b>Description/purpose</b>                                                                                           | <b>Reference or source</b> |
|---------------------------------------|----------------------------------------------------------------------------------------------------------------------|----------------------------|
| pET24a                                | Expression vector                                                                                                    | Novagen                    |
| pET24a <sub>xytrA<sub>Sa</sub></sub>  | YtrA <sub>Sa</sub> overexpression vector                                                                             | This work                  |
| pSVA1450                              | <i>S. acidocaldarius</i> / <i>E.coli</i> shuttle vector with <i>P<sub>mal</sub></i> upstream of <i>lacS</i> reporter | Wagner <i>et al.</i> 2012  |
| pJL1602                               | pSVA1450 variant with constitutive <i>lacS</i> expression                                                            | This work                  |
| pLL1601                               | pSVA1450 variant with constitutive <i>lacS</i> expression and <i>P<sub>mal</sub></i> upstream of MCS                 | This work                  |
| pLL1601 <sub>xytrA<sub>Sa</sub></sub> | Homologous <i>ytrA<sub>Sa</sub></i> overexpression strain                                                            | This work                  |

**Supplementary Table S4.** Analysis of additional *in silico* predicted targets (based on a genome screening with the YtrA<sub>Sa</sub> primary binding motif).

| Gene number      | Annotation                             | Predicted binding motif | <i>p</i> -value | Position to startcodon (start/end) |     | <i>In vitro</i> binding? | <i>In vivo</i> binding? |
|------------------|----------------------------------------|-------------------------|-----------------|------------------------------------|-----|--------------------------|-------------------------|
| <i>Saci_1851</i> | YtrA <sub>Sa</sub>                     | TTGCTATATGACAA          | 7.4E-06         | -7                                 | +7  | Yes                      | Yes                     |
| <i>Saci_2078</i> | Membrane protein                       | TTGTTATATGACAA          | 3.0E-05         | -7                                 | +7  | Yes                      | Yes                     |
| <i>Saci_1073</i> | Membrane protein                       | TTGCCTTATGGCTA          | 9.3E-05         | -7                                 | +7  | Low affinity             | No                      |
| <i>Saci_1554</i> | 30S ribosomal protein                  | TTGATTTTTTGCCAA         | 2.1E-05         | -7                                 | +7  | Low affinity             | No                      |
| <i>Saci_0421</i> | Membrane-bound transferase             | TTGTGTTTAAACAA          | 4.0E-05         | -2                                 | +12 | No                       | No                      |
| <i>Saci_2168</i> | Glutamyl-tRNA aminotransferase subunit | TTGGGAAAGTGCAA          | 1.0E-04         | -8                                 | +6  | No                       | No                      |
| <i>Saci_0677</i> | Site-specific recombinase XerD         | TAGGCATAATGCAA          | 1.0E-04         | -40                                | -26 | No                       | No                      |
| <i>Saci_0871</i> | Zn-dependent protease                  | TTGACTTAAAGCAA          | 2.1E-05         | -61                                | -47 | No                       | No                      |
| <i>Saci_1234</i> | Mannose-6-phosphate isomerase          | TTGAGACTTCGCAA          | 6.2E-05         | -24                                | -10 | No                       | No                      |

**Supplementary Table S5.** Summary of RNA-seq data (*ytrA<sub>Sa</sub>* overexpression strain versus isogenic wild type (WT)). Log FC = log of the fold change of expression in *ytrA<sub>Sa</sub>* overexpression strain versus WT; F = the empirical Bayes quasi-likelihood F-test statistic; *p*-value: associated *p*-value; FDR = false discovery rate. N.A. = not applicable.

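The table rests on the same 6 libraries and on a single comparison of the strains. F compares the variation between the strains with the variation between cultures of a strain, where edgeR estimates the latter for each gene with help from all other genes, so that a gene with close replicates reaches a high F even with a small fold change. For *ytrA*_*Sa*_ the F computed here was 913, for *Saci_1850* 725 and for *Saci_2078* 93.9. *Saci_1202* shows the effect of close replicates, with an F of 128 at a 2.04-fold lower level in the overexpression strain, whereas *Saci_2057* had an F of 54.9 at a log2 fold change of 2.10. The FDR adjusts each p for the 2222 genes tested. Log fold changes are on the log2 scale. Those given in these sentences are overexpression over wild type. For all 14 genes listed below the sign is opposite, so that the listed values run as wild type over overexpression.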

| Gene number         | Annotation                                 | Log FC | F      | <i>p</i> -value | FDR      |
|---------------------|--------------------------------------------|--------|--------|-----------------|----------|
| <i>Saci_1851</i>    | YtrA <sub>Sa</sub>                         | -3.87  | 900.23 | 2.06E-09        | 4.58E-06 |
| <i>Saci_1850</i>    | Predicted membrane protein                 | 2.91   | 738.72 | 4.47E-09        | 4.96E-06 |
| <i>Saci_1202</i>    | Sulfite oxidase-like oxidoreductase        | 1.03   | 134.00 | 3.17E-06        | 2.15E-3  |
| <i>Saci_2294</i>    | 4-hydroxyphenylacetate 3-hydroxylase       | 1.30   | 116.42 | 5.36E-06        | 2.15E-3  |
| <i>Saci_0484</i>    | Conjugative plasmid protein                | 1.21   | 113.98 | 5.80E-06        | 2.15E-3  |
| <i>Saci_2078</i>    | Predicted membrane protein                 | 2.39   | 93.50  | 1.20E-05        | 3.82E-3  |
| <i>Saci_0044</i>    | CBS domain containing protein              | -2.07  | 80.18  | 2.11E-05        | 4.51E-3  |
| <i>Saci_2147</i>    | Aspartate semialdehyde dehydrogenase       | -1.99  | 67.93  | 3.83E-05        | 6.55E-3  |
| <i>Saci_2295</i>    | 3,4-dihydroxyphenylacetate 2,3-dioxygenase | 1.60   | 57.48  | 6.93E-05        | 7.75E-3  |
| <i>Saci_2057</i>    | NAD(P)-dependent alcohol dehydrogenase     | -2.10  | 54.62  | 8.28E-05        | 8.37E-3  |
| <i>Saci_2233</i>    | Acetyl-CoA acetyltransferase               | 1.04   | 48.59  | 1.24E-04        | 9.20E-3  |
| <i>Saci_2079</i>    | Hypothetical protein                       | 1.06   | 47.15  | 1.14E-04        | 9.88E-3  |
| <i>Saci_RS11760</i> | Hypothetical protein                       | -1.71  | 119.59 | 4.85E-06        | 2.15E-3  |
| <i>Saci_RS07300</i> | Integrase                                  | 2.05   | 87.15  | 1.56E-05        | 4.33E-3  |

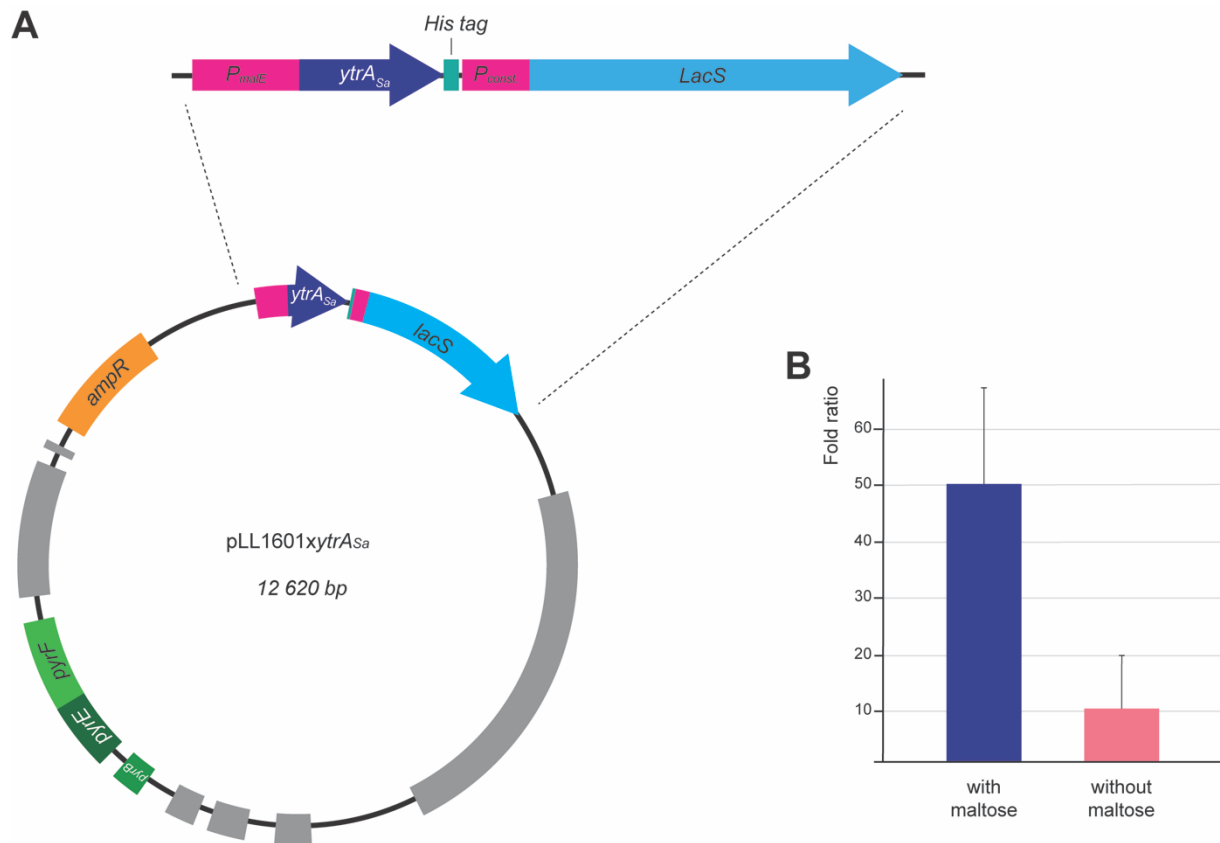

**Supplementary Figure S1. Construction of a *ytrA<sub>Sa</sub>* overexpression strain.** **A.** Schematic depiction of the overexpression construct pLL1601xytrA<sub>Sa</sub>, which is derived from pSVA1450 as described in the Materials and Methods section. **B.** Relative gene expression analysis of *ytrA<sub>Sa</sub>* using RT-qPCR in a genetic background harbouring pLL1601xytrA<sub>Sa</sub> versus one that harbours an empty pLL1601 plasmid, in inducing (addition of 0.4% maltose) and non-inducing conditions.

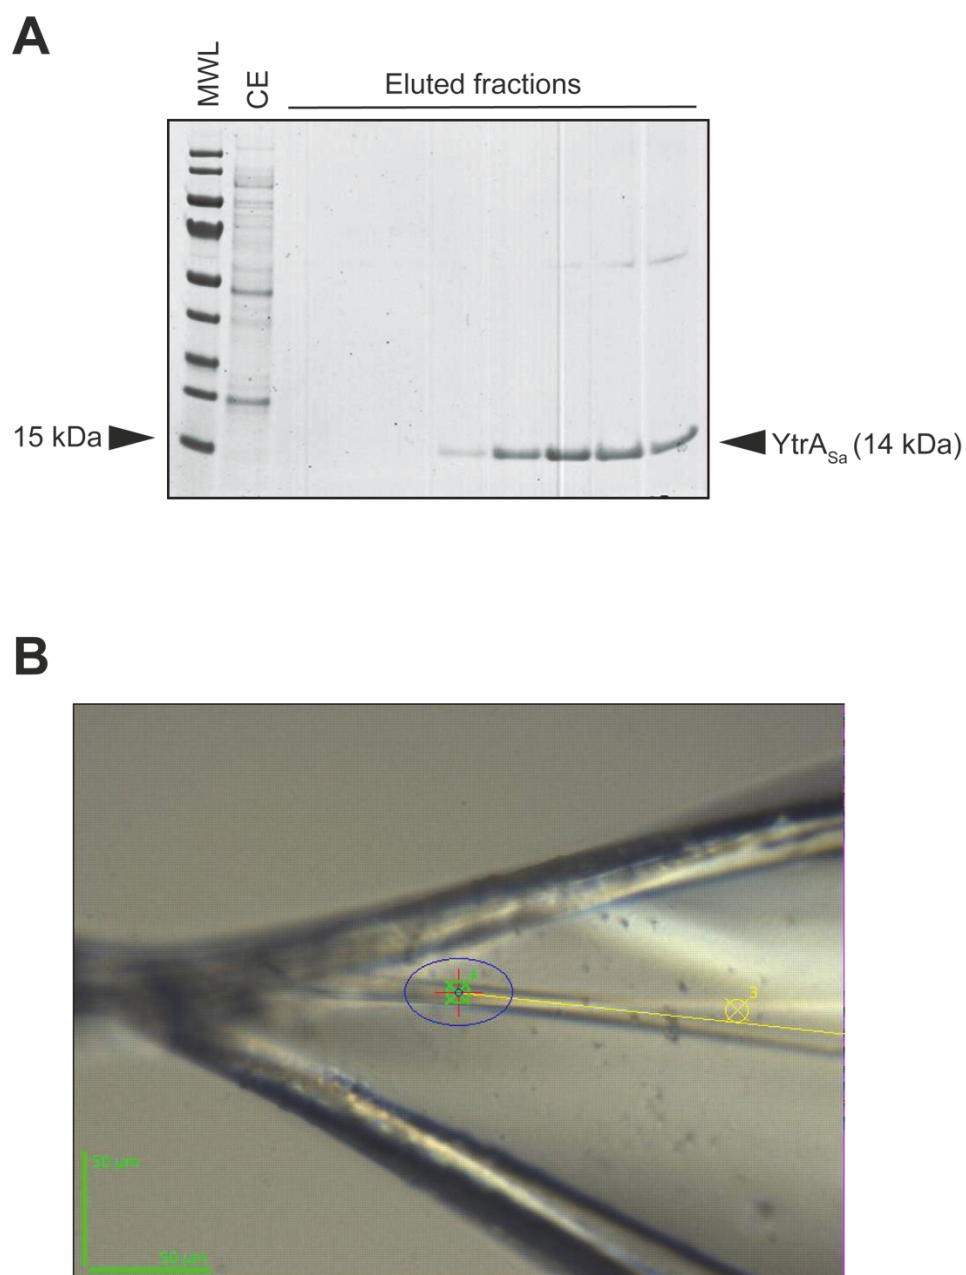

**Supplementary Figure S2. Purification and crystallization of YtrA<sub>Sa</sub> protein.** **A.** SDS-polyacrylamide gel electrophoresis of eluted fractions after His-tag affinity chromatography. MWL = molecular weight ladder; CE = crude extract. **B.** Picture of thin needle-shaped crystals of YtrA<sub>Sa</sub> protein that were used to obtain a diffraction pattern.

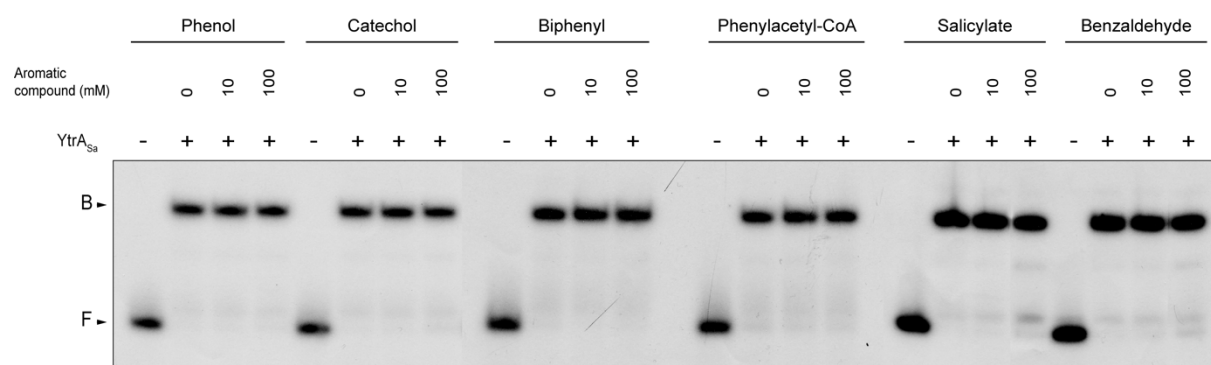

**Supplementary Figure S4. Aromatic compounds do not affect YtrA<sub>Sa</sub>-DNA interactions.** Electrophoretic mobility shift assays (EMSAs) of YtrA<sub>Sa</sub> binding to a radiolabeled DNA probes of about 100 bp representing the control region of the *Saci\_1850-Saci\_1851* operon in the presence of different concentrations of aromatic compounds. “+” indicates the addition of 460 nM YtrA<sub>Sa</sub>. Populations of free DNA (F) and YtrA<sub>Sa</sub>-bound DNA (B) are indicated with an arrowhead.

### Supplementary references

Suzuki, S. & Kurosawa, N. (2016). Disruption of the gene encoding restriction endonuclease SmaI and development of a host-vector system for the thermoacidophilic archaeon *Sulfolobus acidocaldarius*. *Extremophiles* **20**(2), 139-148.

Wagner, M., van Wolferen, M., Wagner, A., Lassak, K., Meyer, B.H., Reimann, J. & Albers S.-V. (2012). Versatile genetic tool box for the crenarchaeote *Sulfolobus acidocaldarius*. *Frontiers in Microbiology* **3**, 214.

How the deposited data were processed for this re-analysis (not part of the article)

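Transcript levels were compared between 3 cultures of a *Sulfolobus acidocaldarius* SK-1 strain overexpressing ytrA_Sa and 3 cultures of the isogenic wild type. Conditions and replicate numbers were taken from the sample labels and the paper. The authors trimmed the reads with cutadapt, mapped them with STAR to the DSM639 genome and estimated expected counts per gene with RSEM, and the deposited expected counts are not normalized. The authors' files also give TPM per gene, which RSEM derives from the counts and the effective gene lengths, and these deposited TPM values were used for gene levels in the wild type and for 2 of the alternatives. The FPKM values of the same files were not used. Each file lists 2331 genes, of which 22 had no count in any culture. Library totals ranged from 36752442 to 106587124 counted reads, so that counting error is small for all but the lowest genes and the spread between cultures limits the precision. Counts of replicate pairs differed far beyond sampling noise (the smallest chi-square per degree of freedom was 47.7, over genes with at least 20 counts in the pair), so no library was treated as a duplicate. That smallest value is for wild type replicates 1 and 3, while wild type replicate 2 had 904.5 and 892.9 against them. Pairs of the overexpression strain had 269.3 to 500.2. On the second principal component wild type replicate 2 was at 9.55, and wild type replicates 1 and 3 were at -4.13 and -6.08. Whether this explains how the calls change with a culture left out was not tested.

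Gene identifiers were matched to a RefSeq annotation table of the assembly ASM1228v1, the assembly the paper names. A row was found for 2274 identifiers and not for 57, and 1990 gene models have the same length in both annotation versions. Positions come from this table.

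Expected counts were rounded to whole numbers. Differential expression was computed in R 4.3.3 with edgeR 4.0.16, with TMM factors, a filter of more than 1 cpm in at least 3 samples, estimateDisp, glmQLFit and glmQLFTest, after the paper's methods. The adjusted p is the Benjamini-Hochberg FDR, and genes at an FDR below 0.01 with a fold change above 2 were called. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Normalized cpm use the TMM factors. Gene sets were tested with fry and camera of limma 3.58.1 on voom values. The exact permutation test of 3 cultures against 3 cannot give a two-sided p below 0.1.

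The alternatives were RLE and upper-quartile factors, library totals alone, no filter, edgeR's filterByExpr, a filter at 10 cpm, DESeq2 1.42.0, limma-voom, 2 other edgeR settings (legacy=FALSE and robust=TRUE), unrounded expected counts, limma on log2(TPM + 1) and log2(TPM + 0.1), leaving out rRNA and tRNA genes or the 10 genes with the highest counts, a replicate block, leaving out each culture, and other thresholds. They were set before the data were examined. Thinning every library to the smallest total was chosen after the library sizes were seen.

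The genes named in the text are those of Supplementary Tables S4 and S5, Figure 7 and Table 1, *Saci_0884*, the reference gene *Saci_1336* and the neighbors of both bound loci. The genes pyrB and pyrE were included as possible plasmid markers, although the paper's text names no marker gene (pyrF is not named by the annotation). Up to 10 called genes outside these lists were to be added, of which there were none. The paper's values for its own genes had been seen when this rule was made. pyrB (*Saci_1596*) had a log2 fold change of -0.41 (FDR = 0.0336 from edgeR) and pyrE (*Saci_1597*) one of -0.22 (FDR = 0.229). Genes named besides these, *Saci_2081* and *Saci_1322* in the results and others in the closing section, were chosen after their values were seen.

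The methods were tested on simulated data, counts for 3 against 3 cultures drawn from the means, spread and library sizes of the real genes, with 200 genes changed by 1.5 on the log2 scale. The edgeR test recovered 198 of the 199 changed genes that passed its filter and called no unchanged gene. All simulated changes had the same size, beyond the 2-fold limit, and were evenly higher and lower. An unchanged gene would also have had to pass 2-fold to be called. Genes were drawn independently, without a culture that differs from its replicates. The simulation therefore does not test calls near the limits or their dependence on single cultures. ChIP-seq, RT-qPCR and binding assays were not analysed here, and no genome sequence was used.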

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

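The test of counting error for *Saci_1852*, the use of library totals and of left-out cultures as tests of its decrease, and the test of other splits for the genes the paper does not name were chosen after the results were seen, and so were the genes named here as examples. Library totals and left-out cultures themselves are among the alternatives listed under processing.

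Genes outside those the paper discusses also differed from the wild type level. At an FDR below 0.05 and a fold change above 2, edgeR gave 27 genes, and 13 of them are not named by the paper, 8 higher and 5 lower in the overexpression strain. They include *Saci_1559* (ilvC, log2 fold change 1.65), *Saci_1560* (2.05) and *Saci_1561* (1.94), which lie side by side, and *Saci_2325* (cimA, 1.21). Among the lower ones is *Saci_1516* (rrf, -1.265). *Saci_0664* and *Saci_2060* lay near the filter on low counts, with at most 2.26 and 2.17 cpm in any culture. With 3 cultures against 3, 10 splits are possible. With edgeR, 1 of the 10, the split by strain, gave as many unnamed genes at these limits, and each other split gave 0, with 4 to 217 genes at an unadjusted p below 0.05 against 719 for the split by strain. Since 10 splits allow no share below 0.1, they cannot exclude chance by themselves. A technical explanation by depth was tested by thinning every library to the smallest total, which left 11 of the 13 unnamed genes within these limits. Scaling by library totals alone left 9. Dependence on 1 culture is not excluded. With each culture left out in turn, 6 of the 13 stayed above 2-fold throughout, and the smallest absolute log2 fold change was 0.73, while all 13 kept their direction in the fits that tested them. For 2 of the 13, *Saci_0664* and *Saci_2060*, the filter on low counts was passed in 3 of these 6 fits, and that they were judged on those 3 was decided after the count was first seen. *Saci_1559* had 353, 423 and 1076 cpm in overexpression replicates 1, 2 and 3, against 190 to 205 in the wild type strain, so that overexpression replicate 3 accounts for much of its mean. Without that culture *Saci_1559*, *Saci_1560* and *Saci_1561* had log2 fold changes of 0.98, 1.16 and 1.12. Whether the change follows from ytrA_Sa overexpression remains open.

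Between an FDR of 0.01 and the fold change limit there are 17 further genes, 13 lower and 4 higher, with changes below 2-fold, of which 16 are not named by the paper. Among them are *Saci_2228* (log2 fold change -0.76) and *Saci_2229* (-0.75), next to the *Saci_2230*-*Saci_2233* operon, and *Saci_2296* (-0.96), next to *Saci_2293*-*Saci_2295*. Library scaling as the source was tested with library totals alone, under which 13 of the 17 stayed at an FDR below 0.01. All 17 did with RLE factors, but these shift the median log2 fold change by only -0.0022 and so do not test the scaling. A biological effect of the overexpression on these genes was not tested apart from the comparison itself.

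*Saci_1852*, the next gene with a Saci number on the side of the region bound upstream of ytrA_Sa, had a log2 fold change of -1.11 (standard error 0.22, FDR = 0.0215 from edgeR), which the paper does not report. It was lower in 3 of 3 overexpression cultures than in any wild type culture. Counting error is too small to explain this, since the pooled log2 fold change is -25.8 times its Poisson standard error. Scaling by library totals alone gave -0.89. No single culture carries the decrease, as the highest log2 fold change with a culture left out was -0.97. The FDR does depend on single cultures. It was 0.00377 without overexpression replicate 1, which makes it a call, and up to 0.1 with another culture left out. Over the 17 alternatives it ranged from 1.03e-05 (DESeq2, the single one that calls it) to 0.0240. A candidate explanation is that YtrA_Sa bound at its own promoter also lowers *Saci_1852*, but the annotation used here gives no strand, and this was not tested.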

How the results depend on the processing

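The alternatives are those listed under processing. Of these, the thinned libraries were chosen after the library sizes were seen. ytrA_Sa kept its direction and its call under all 17 alternatives to normalization, filter, test and values (log2 fold change 3.87 to 4.11) and with each culture left out (3.79 to 3.98), and so did *Saci_1850* (-2.92 to -2.68, and -2.98 to -2.83). *Saci_2078* kept its call under the 17 alternatives (-2.40 to -2.05). With a culture left out its log2 fold change ranged from -2.58 to -2.14, and its FDR was above 0.01 without overexpression replicate 2 (0.0300), overexpression replicate 3 (0.0150) and wild type replicate 3 (0.0111) and was lowest without wild type replicate 2 (0.00202). The cause was not tested.

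The number of called genes, 13 here, was reached by 1 of the 10 splits of the cultures into 3 and 3, the split by strain, and 10 splits cannot exclude chance by themselves. It was 9 to 15 under the alternatives apart from 4, namely 28 with library totals alone, 25 with DESeq2, 27 at an FDR below 0.05 and 30 without a fold change limit. The last 2 follow from the looser limits. Library totals alone shift the median log2 fold change by 0.24, which turns 5 higher and 8 lower genes into 23 and 5. The TPM alternatives shift it by 0.12 and 0.13 and gave 9 higher and 6 lower genes with log2(TPM + 1) and 6 and 6 with log2(TPM + 0.1). The cause of the higher count of DESeq2 was not tested, and all 13 genes are among its 25. With a culture left out, the count ranged from 2 to 21. It was 2 without overexpression replicate 2 and without wild type replicate 3 (ytrA_Sa and *Saci_1850* both times), 6 without wild type replicate 1 and 21 without wild type replicate 2. Thinned libraries gave 13 genes, the same 13, so that the greater depth of overexpression replicate 2 is not needed for these calls.

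The paper does not describe the replicate numbers as pairs. Deviations from the strain means of same-numbered cultures had correlations across genes of -0.246, -0.143 and 0.237. These are of mixed sign and show no pairing, but so few values cannot exclude one. With a replicate block, 13 genes were called, the same 13, ytrA_Sa was at 3.87, *Saci_1850* at -2.91 and *Saci_2078* at -2.39, while the *Saci_2230*-*Saci_2233* operon had an unadjusted p of 0.0368 from limma's fry, which the adjustment over the 3 gene sets raises to 0.0552.

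Both operons, which the paper chose from these libraries, were lower with limma's camera (preset correlation 0.01, adjusted p = 0.000166 for each), as with fry, with RLE factors and with each culture left out (mean log2 fold change -1.05 to -0.77 and -1.40 to -1.17, adjusted p from fry of 0.00142 to 0.0468 and 0.00559 to 0.0226). The motif genes of Supplementary Table S4 showed no shift at an adjusted p below 0.05 under these alternatives, which do not include library totals. The adjusted p was 0.855 with camera. With a culture left out the mean was -0.071 to -0.0048 and the adjusted p from fry 0.0844 to 0.548, lowest without overexpression replicate 3.

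Apart from left-out cultures, calls of other named genes were lost by *Saci_1202* (upper-quartile factors, library totals, both TPM scales), *Saci_0484* (library totals) and *Saci_2233* (library totals, 10 cpm, limma-voom, both TPM scales). SACI_RS07300 was not tested at 10 cpm. With glmTreat against a fold change of 1.2, 9 of the 13 were called, without *Saci_2057*, *Saci_2147*, *Saci_2233* and *Saci_2295*. Calls were gained by *Saci_2079* (RLE factors, DESeq2, limma-voom, robust=TRUE, the looser FDR limit), *Saci_1852* (DESeq2, the looser FDR limit) and *Saci_2293* (no fold change limit). Genes near 0 changed sign. With library totals alone *Saci_0884* was at 0.17, *Saci_1073* at 0.015, *Saci_1554* at 0.088, *Saci_1336* at 0.13 and *Saci_1597* at 0.010. With log2(TPM + 1) and log2(TPM + 0.1) *Saci_0884* was at 0.057 and 0.058 and *Saci_1336* at 0.028 and 0.028. With a culture left out, *Saci_0894* ranged from -0.071 to 0.13, *Saci_0884* from -0.11 to 0.0028 and *Saci_1336* from -0.18 to 0.028. These sign changes with library totals follow from the shift of all genes.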

Differences from the paper's values

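The limits used for this comparison were the standard error for log2 fold changes and otherwise 1.5 times. No FDR, count of genes or read number that the paper states differed from the value computed here by more. For the log2 fold changes this held only once they were taken as wild type over overexpression, since as labelled their sign is opposite. The following points concern what the paper's tables and text state.

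The log fold changes of Supplementary Table S5 are labelled as overexpression over wild type, but ytrA_Sa has the paper's value -3.87 there, while it is higher in the overexpression strain. For all 14 genes the sign is opposite to the one computed here as overexpression over wild type, and coded as wild type over overexpression the 14 values differ from the paper's by at most 0.005. On that scale ytrA_Sa is at -3.87 here and *Saci_1850* at 2.91, against the paper's 2.91.

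The paper's text counts 12 differentially expressed genes and its Supplementary Table S5 lists 14, while 13 were called here. *Saci_2079* is in the table with the paper's FDR of 0.00988 and had 0.0102 here, so it was not called. Of the alternatives set before the data were examined, RLE factors, DESeq2, limma-voom, robust=TRUE, the looser FDR limit and leaving out wild type replicate 2 called it. Upper-quartile factors and log2(TPM + 0.1) gave 12 genes, of which 12 and 11 are in the table. In the table *Saci_2233* has a larger F than *Saci_2079* (the paper's 48.59 and 47.15) and also a larger p (the paper's 1.24e-04 and 1.14e-04), an order that a single F-test with common degrees of freedom cannot give.

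The paper's Table 1 names ytrA_Sa as the nearest gene of the interval from 1897151 to 1897397 and *Saci_2078* for the interval from 1621827 to 1622073. In the annotation used here the former overlaps *Saci_2078* and the latter overlaps *Saci_1851*. The text names *Saci_0884* for another region, and the interval from 718252 to 718538 lies in *Saci_0894*, as the table has it.

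A sentence of the results calls *Saci_0484* a sulfite oxidoreductase, and the sentence before it gives this function to *Saci_1202* and calls *Saci_0484* a conjugative plasmid protein, as Supplementary Table S5 does.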

Other observations

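The tests of counting error, of transcription running on, and all tests for *Saci_2200* to *Saci_2204* were chosen after the values were seen. So was the use of overexpression replicate 3 left out for the 4 raised genes and of library totals for *Saci_2079* as tests, although these settings are among the alternatives listed under processing. *Saci_2151*, *Saci_2200* to *Saci_2204*, *Saci_0940* and *Saci_2081* were named for their values.

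*Saci_2200* to *Saci_2204*, neighbors on the chromosome, were far higher in overexpression replicate 1 than in the other cultures. Their highest value elsewhere was exceeded 5.93 to 9.76 times. *Saci_2201* had 267 cpm there and 23.3 to 31.4 cpm in the other 5 cultures. The strain comparison gives these 5 genes log2 fold changes of 1.89 to 2.24 without a call (FDR 0.101 to 0.129 from edgeR). Depth alone does not account for this, as the 39.1 M counted reads of this culture lie within the range of the other 5 libraries, which lack the excess. Nor does the normalization, since the largest ratio between the TMM factors of 2 libraries is 1.23. Overexpression replicate 1 had 6 genes more than 4-fold above both other cultures of its strain, the sixth being *Saci_2151*, and the largest number in any other culture was 1 (*Saci_0940* in overexpression replicate 3). The 5 adjacent genes are 1 locus, however, so that by locus there are 2 in overexpression replicate 1 and 1 in overexpression replicate 3. Ordinary variation between cultures is therefore not excluded, and a different state of this culture stays open as well. Since the design names no condition in which it differs, no biological explanation was tested.

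The 4 genes called higher beside ytrA_Sa, *Saci_0044*, *Saci_2057*, *Saci_2147* and SACI_RS11760, were each highest in overexpression replicate 3. A hypothesis that this culture alone makes them pass was tested by leaving it out. The lowest of the 4 log2 fold changes was then 1.55, so that all 4 stayed above 2-fold, although *Saci_0044* (FDR = 0.0150 from edgeR) and *Saci_2057* (0.0163) were no longer called.

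*Saci_2079* and *Saci_2080*, after *Saci_2078*, were lower in all 3 overexpression cultures than in the wild type cultures. Counting error is too small, with a pooled log2 fold change of *Saci_2079* at -8.52 times its Poisson standard error, and library totals alone left -0.82. A candidate explanation is transcription that runs on from *Saci_2078*. Per kilobase, *Saci_2079* lost 31.6% and *Saci_2080* 27.7% of the cpm that *Saci_2078* lost, but this does not test the hypothesis, because their wild type levels (12.3 and 13.9 cpm per kilobase) are below the 20.7 cpm per kilobase lost at *Saci_2078*. *Saci_2081*, farther on, had 63.5 cpm per kilobase in the wild type strain and a log2 fold change of 0.37, in which a loss like that of *Saci_2079* (6.52 cpm per kilobase) would be hidden. The explanation stays open.

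Genes lower at an FDR below 0.05 were more frequent in the part of the gene order that begins halfway along the chromosome, with 148 of 1107 tested genes (13.4%) against 44 of 1115 (3.95%) before it. Genes higher at this FDR showed no such difference, with 65 against 60. Since neighboring genes change together, the lower calls were rotated along the gene order. Of 2331 rotations, a share of 0.118 gave as uneven a split, so an uneven split of this size may come from the grouping of neighboring genes alone.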
